# Integrative Analysis of Circadian Transcriptome and Metabolic Network Reveals the Role of De Novo Purine Synthesis in Circadian Control of Cell Cycle

**DOI:** 10.1371/journal.pcbi.1004086

**Published:** 2015-02-25

**Authors:** Ying Li, Guang Li, Benjamin Görling, Burkhard Luy, Jiulin Du, Jun Yan

## Abstract

Metabolism is the major output of the circadian clock in many organisms. We developed a computational method to integrate both circadian gene expression and metabolic network. Applying this method to zebrafish circadian transcriptome, we have identified large clusters of metabolic genes containing mostly genes in purine and pyrimidine metabolism in the metabolic network showing similar circadian phases. Our metabolomics analysis found that the level of inosine 5'-monophosphate (IMP), an intermediate metabolite in de novo purine synthesis, showed significant circadian oscillation in larval zebrafish. We focused on IMP dehydrogenase (*impdh*), a rate-limiting enzyme in de novo purine synthesis, with three circadian oscillating gene homologs: *impdh1a*, *impdh1b* and *impdh2*. Functional analysis revealed that *impdh2* contributes to the daily rhythm of S phase in the cell cycle while *impdh1a* contributes to ocular development and pigment synthesis. The three zebrafish homologs of *impdh* are likely regulated by different circadian transcription factors. We propose that the circadian regulation of de novo purine synthesis that supplies crucial building blocks for DNA replication is an important mechanism conferring circadian rhythmicity on the cell cycle. Our method is widely applicable to study the impact of circadian transcriptome on metabolism in complex organisms.

## Author Summary

The circadian timing system gates cell cycle progression in various organisms from unicellular microorganisms to mammals. Although a number of factors have been implicated in linking the circadian clock with the cell cycle, little is known about the contribution of metabolic processes to this interaction. In this study, we have shown that cell cycle, metabolism and the circadian clock are intertwined through consistent circadian expression of genes in de novo purine synthesis in the zebrafish. Three gene homologs of a key enzyme in this pathway, *impdh*, show circadian oscillations in different tissues and have distinct molecular functions. In particular, one of the homologs, *impdh2*, contributes to the daily rhythm of S phase in the cell cycle. We suggest that de novo purine synthesis mediates circadian control of cell cycle, a mechanism that is likely conserved in mammals.

## Introduction

The circadian clock represents a key time-keeping mechanism for many fundamental physiological processes such as cell cycle and metabolism. The cell cycle and the circadian clock are both well-studied periodic processes and their interaction has been a recent focus of circadian research. Until now, it has been observed that the circadian timing system gates cell cycle progression in various organisms from unicellular microorganisms such as *Euglena gracilis* [1–3] and cyanobacteria [4–7] to complex organisms such as humans [8], mouse [9,10] as well as in in vitro culture systems [11]. These findings implicate the cell cycle as being an evolutionarily conserved regulatory target of the circadian clock. The disruption of the circadian timing system leads to cell cycle disorders and subsequently can result in various types of cancers [12–15]. Key circadian clock regulatory targets have been identified as important molecular links between the circadian system and the timing of cell division [9,16–19]. The progression of each phase in the cell cycle is mediated by the activity of cyclin-dependent kinases (CDKs)/Cyclins complexes and CDK inhibitors (CKIs), which are directly or indirectly controlled by key circadian transcriptional factors [19–21]. Additionally, there are substantial lines of evidence suggesting that a number of key cell cycle regulators, such as *p21*, *p16*, *cyclinE*, *cyclinA2*, *wee1*, *cyclinB1*, *cdc2* are rhythmically expressed and clock controlled in many species [9,22,23]. Furthermore, recent studies showed that circadian and cell cycle oscillators were tightly coupled and synchronized in mouse fibroblasts in a 1:1 fashion at the single-cell level [24,25].

Zebrafish represents an excellent vertebrate model to study the interplay between the circadian clock and the cell cycle. Progression through S-phase and M phase is restricted to specific times of the light/dark (LD) cycle in a circadian-dependent manner in zebrafish larvae, adult tissues and even cell lines [22,26,27]. More recently the circadian clock has also been demonstrated to regulate cell proliferation and the expression of core cell cycle regulators in the zebrafish intestine [28]. The detailed mechanism of how the circadian clock orchestrates cell cycle has been studied intensively. Light can serve as an environmental signal that regulates cell division via the circadian clock system [27,29]. Glucocorticoids have also been implicated in playing a key role in the circadian control of cell cycle [30]. Furthermore, ADP, acting as a paracrine signal, has been associated with daily S phase cell activity in adult zebrafish retina [31]. Importantly, the direct clock control of mRNA expression of the cyclin-dependent kinase inhibitors *p20* and *p21* also clearly plays a critical role in cell cycle timing in zebrafish [32].

Recently, there has been considerable interest in how various metabolic processes are controlled by circadian clock [33]. In the meantime, a wealth of circadian transcriptome data has been generated by microarray or RNA-seq studies in different species. Therefore, it is imperative to develop methods to gain insight of the functional consequences of circadian transcriptome on metabolism in the context of global metabolic network. It is well-known that metabolism exerts a strong influence on cell cycle [34]. However, little is known about whether metabolic processes directly contribute to linking the cell cycle and circadian clock. Since the coordination of metabolic pathway activity is an essential prerequisite for major cellular events such as DNA replication during S phase [35,36], we reason that circadian regulation of metabolism may represent a key control point for the cell cycle. In this study, we developed a new clustering method based on a distance measure incorporating both metabolic network and circadian phase information. We applied this method to the circadian transcriptome of zebrafish and systematically identified metabolic gene clusters showing coherent circadian gene expression. We found that the top gene clusters consist of mainly genes in purine and pyrimidine metabolism pathway. In this pathway, Inosine 5'-phosphate dehydrogenase (Impdh) catalyzes NAD^+^-dependent oxidation of inosine 5'-monophosphate (IMP) to xanthosine 5'-monophosphate (XMP), which is the rate-limiting step in the de novo biosynthesis of GTP [37]. Interestingly, three homologous genes of *impdh* in zebrafish, namely *impdh1a*, *impdh1b* and *impdh2*, all show robust circadian expression in both larval and adult zebrafish but reside in two different coherent circadian gene clusters. Consistent to this finding, we observed that the level of IMP also showed circadian oscillation in zebrafish larvae through metabolomics analysis. We showed that while *impdh1a* contributes to eye development and the synthesis and distribution of pigment, *impdh2* plays an important role in the circadian control of cell cycle. Furthermore, *impdh1b* function serves to delay embryonic development, contrary to *impdh2* function. The pharmacological inhibition of Impdh activity by mycophenolic acid (MPA) treatment attenuates the circadian control of cell cycle. Gene-specific knock down experiments revealed that the inhibition of *impdh2* function is mainly responsible for this phenomenon. Thus, we hypothesize that purine synthesis is circadian clock-controlled via *impdh* activity and contributes to the daily rhythm of S phase in the cell cycle. Finally, in the light of findings from the mouse, we proposed that de novo purine synthesis may also mediate circadian rhythm of cell cycle in mammals. Taken together, our study suggests that circadian control of de novo purine synthesis represents a novel mechanism linking the circadian clock, metabolism and the cell cycle.

## Results

### Coherent circadian expression in zebrafish metabolism

Our previous study has revealed that zebrafish start to show robust circadian activity in the larval stage at 5 days post-fertilization (5 dpf) [38]. We have identified 2,847 zebrafish circadian oscillating genes (ZCOGs) under both LD and DD conditions in larval zebrafish data. In this study, we focus on the circadian regulation of metabolism. Due to a lack of a global metabolic network in zebrafish as in the case of human and mouse [39], we compiled a zebrafish metabolic network from the information of metabolic reactions, enzymes, and genes of zebrafish from KEGG database [40,41] (S1 Dataset). Such network provides global connectivity between enzymes or reactions through metabolites in an unbiased fashion. Considering one reaction usually contains multiple genes and one gene may be involved in multiple reactions, we combined both gene symbol and KEGG reaction ID to uniquely represent each reaction in the network. We mapped all ZCOGs in larval zebrafish onto zebrafish metabolic network. We obtained 317 ZCOGs coding for enzymes catalyzing 1034 reactions in total. These circadian oscillating enzymes are overrepresented among ZCOGs (p<0.0001, Fisher’s exact test). As circadian phase of ZCOG can be used as the proxy for the peak of circadian activity of enzymes, we defined the distance measure *D* between reactions incorporating the phase information of ZCOGs together with the proximities of the reactions on the zebrafish metabolic network:

$$D_{ij}=d_{ij}+4\lambda \sin^{2}\left(\frac{p_{i}-p_{j}}{24}\right)\pi$$

Here *d_ij_* is the shortest distance between the corresponding reactions *i* and *j* on the network with circadian phases *p_i_* and *p_j_* respectively. *λ* is a positive parameter to adjust the contribution from phase difference. We then applied a hierarchical clustering of reactions based on these distances. We obtained a main cluster of 632 reactions together with 30 other isolated clusters of much smaller sizes. The tree structure of the main cluster is shown in Fig. 1 when *λ* = 1. Five smaller isolated clusters with size larger than 10 are shown in S1 Fig. We defined coherent circadian gene clusters as the clusters obtained from truncating the tree at height with *h* = 12 so that the genes in each cluster showed coherent circadian phases. The summary of top 10 coherent circadian gene clusters is shown in Table 1. The genes in the same cluster tend to belong to the closely related metabolic pathways. In particular, we found the top three clusters are all enriched with genes in purine/pyrimidine metabolism. Furthermore, these three clusters showed coherent circadian gene expression around CT2 (circadian time 2), CT4, and CT15 respectively, where CT0 is subjective lights-on. Among them, we found that three *impdh* gene homologs, *impdh1a*, *impdh1b* and *impdh2* showing strong circadian rhythms of expression fall into two different coherent circadian gene clusters. The peaks of rhythmic expression of *impdh2* and *impdh1a* were observed at CT23 in cluster 1, while *impdh1b* exhibited peak expression at around CT12 in cluster 3. In summary, our method segregated ZCOGs in both metabolic pathways and circadian phases.

**Fig 1:**
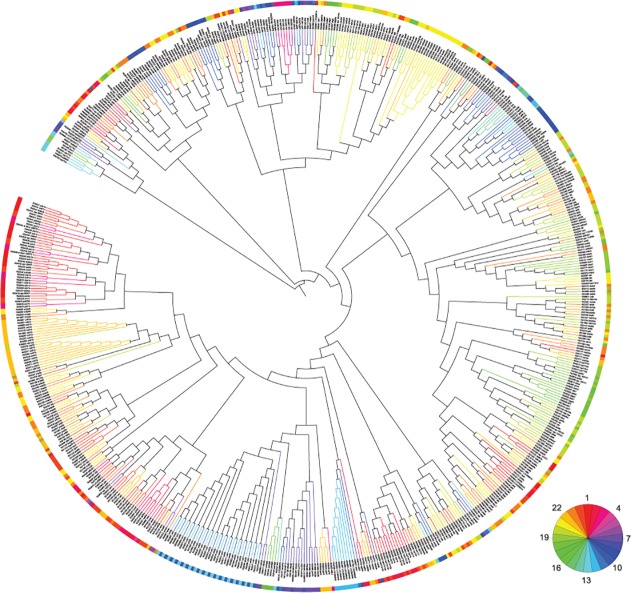
The clustering of ZCOGs on zebrafish metabolic network. Larval ZCOGs and metabolic reactions from KEGG were clustered based on zebrafish metabolic network and circadian phases. Both gene symbol and KEGG reaction ID are used to represent gene and reaction. The tree was visualized using iTOL [42,43]. The colors on the outer ring and tree branches represent the circadian phases of ZCOGs according to the pie chart in the bottom right. The main cluster is shown here. The rest of smaller isolated clusters can be found in S1 Fig.

**Table 1:** Summary of top 10 coherent circadian gene clusters in zebrafish metabolic network.

Cluster ID	Mean circadian phase (CT)	Coherency in circadian phases (*p* value)	Number of genes per reactions	Enriched KEGG pathway
1	1.8	5.98×10^−46^	145	Pyrimidine metabolism, Purine metabolism
2	4.8	1.00×10^−41^	121	Purine metabolism, Fatty acid degradation
3	14.5	1.45×10^−22^	58	Pyrimidine metabolism, Purine metabolism
4	4.9	3.19×10^−22^	53	Arachidonic acid metabolism, Glycerophospholipid metabolism
5	15.4	2.75×10^−05^	31	Nicotinate and nicotinamide metabolism
6	4.6	1.56×10^−10^	31	Pentose phosphate pathway, Starch and sucrose metabolism
7	8.9	1.78×10^−03^	31	Metabolism of xenobiotics by cytochrome P450
8	17.8	1.07×10^−03^	29	Pyrimidine metabolism, Purine metabolism
9	8.7	7.62×10^−03^	26	Metabolism of xenobiotics by cytochrome P450
10	3.3	1.21×10^−03^	23	Tyrosine metabolism

### Circadian metabolome in larval zebrafish

We next measured the levels of water-soluble metabolites in 5dpf larval zebrafish collected every six hours during 24 hours (ZT0-ZT24) under LD condition using a hydrogen nuclear magnetic resonance (^1^H NMR) spectroscopy. A total of 173 peak signals were quantified based on their spectral intensities. 73 of them can be assigned to known metabolites including amino acids and nucleotides (S1 Table). We found that 18 of them showed significant circadian oscillation (cosine fitting p value<0.05 and ANOVA p value<0.05). These correspond to nine unique known metabolites as shown in Fig. 2. IMP showed robust circadian rhythm with its peak time around ZT7. The rest of circadian metabolites include lactate (ZT9), glutamine (ZT23), glutamate (ZT13), threonine (ZT16), aspartate (ZT1), creatine (ZT5), carnitine (ZT0), and phosphocreatine (ZT20). We further identified ZCOGs that are linked to these circadian metabolites on our zebrafish metabolic network (S2 Table). Lactate is connected with lactate dehydrogenase Bb (ldhbb) peaking at CT17. Creatine and phosphocreatine are connected with creatine kinase brain b (ckbb) peaking at CT4. Glutamine and glutamate are connected with glutamine synthase, glula and glulb, peaking at CT5 and CT6 respectively. In particular, IMP is directly connected with ten circadian enzymes including impdh homologs in de novo purine synthesis pathway. Therefore, the circadian oscillation of IMP further supports the circadian rhythm of de novo purine synthesis from their enzyme expression.

**Fig 2:**
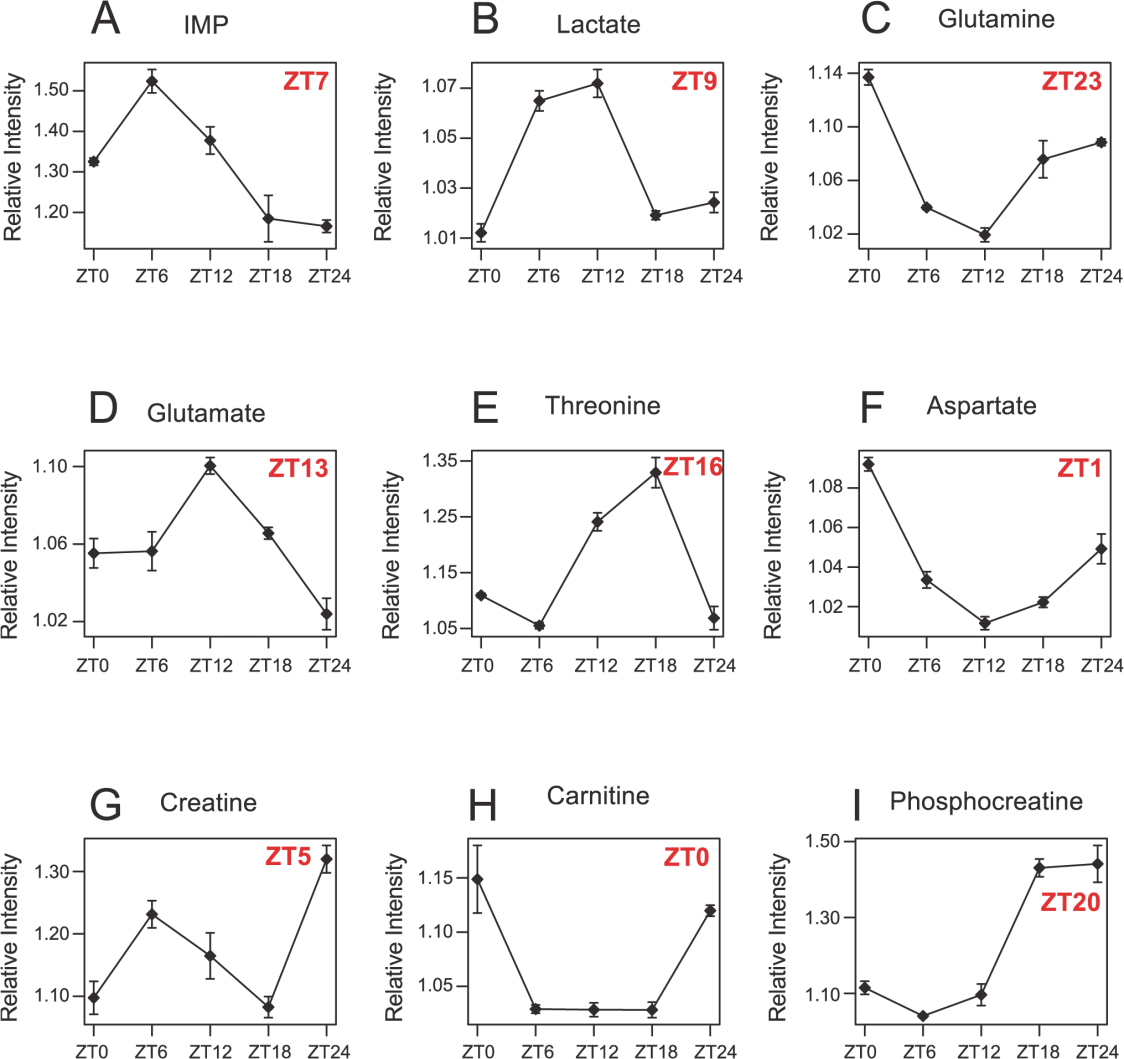
Circadian metabolites in larval zebrafish. The quantification of nine circadian metabolites including IMP (A), lactate (B), glutamine (C), glutamate (D), threonine (E), aspartate (F), creatine (G), carnitine (H), and phosphocreatine (I) by NMR. The y-axis is scaled intensity in NMR measurement relative to the sample with the lowest intensity for each metabolite. The circadian phases of metabolites are also shown. Error bars represent the standard error of mean (SEM) among independent biological replicates at each time point.

### Circadian expression rhythms of three *impdh* gene homologs in adult zebrafish

We next investigated the circadian gene expression in adult zebrafish. We monitored the circadian behavior of adult zebrafish (6 months old males) under an infrared behavioral monitoring platform specially designed for adult zebrafish (S2A Fig.). Wild-type (WT) zebrafish were raised in 14h:10h light/dark (LD) cycle from birth. Adult zebrafish showed robust circadian changes in their locomotor activities under LD (S2B Fig.) while the amplitude of oscillation was significantly lower in dark/dark (DD) conditions (S2C Fig.). Such strong dependence of circadian activities on light has also been seen in larval zebrafish [38]. The circadian activity in adult zebrafish is more robust than that in larval zebrafish in terms of the baseline activity and the amplitude of the rhythm.

We next collected adult zebrafish whole brain every four hours during 48 hours under both LD and DD conditions. The locomotor activity of each adult fish was recorded before being sacrificed (S3 Fig.). The whole-genome transcriptome profiles of adult brain in this time-series were assayed using Agilent zebrafish microarrays. 

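The adult brain data are 24 single-colour Agilent arrays, 12 from LD and 12 from DD, with 1 array for each time point from 0 to 44 h at intervals of 4 h. Equal amounts of RNA from the whole brains of 2 male fish were mixed for each array, so each time point has 1 value in LD and 1 in DD and no replicate. The RNA was amplified, labeled with Cy3 and hybridized to probes of zebrafish transcripts printed on glass slides, and the brightness of each spot measures the abundance of the matching transcript. Each array carried 43603 probes, whose coordinates in the deposited files are those of the zebrafish genome build Zv7. Between 28344 and 36500 probes were well above background on the LD arrays, with a median of 31770.5, and between 31803 and 39528 on the DD arrays, with a median of 33554.5. No spot was saturated, and between 8 and 67 spots per array were marked as outliers by the extraction software. The authors deposited the signal of each spot after the software's background subtraction and spatial correction, without normalization between arrays, and a separate table of processed log2 values. Here, the log2 processed signal of each spot was expressed relative to the 75th percentile of its array, which lay between 1312 and 1564 signal units in LD and between 1221 and 1727 in DD. Outlier spots were left out, replicate spots of a probe were averaged, and the 33243 probes well above background on at least 12 of the 24 arrays were kept. Each gene was represented by its probe of highest mean signal, which gave 27033 genes. The arrays came from 6 slides of 4 arrays, and each slide held 4 consecutive time points of either LD or DD. They were scanned in 2 batches, and the second batch held the LD arrays from ZT16 to ZT44 and no DD array, so slide and lighting cannot be separated fully. The number of arrays limits the precision of every value.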

We used a similar statistical method to identify zebrafish circadian genes (ZCOG) as our previous study in larval zebrafish. 

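The g-test is Fisher's test for a periodic component in a time series. It sets the largest ordinate of the periodogram against the sum of all ordinates, and its p value is the chance that white noise gives so large a share. A series of 12 time points at intervals of 4 h has 6 ordinates, at periods of 48, 24, 16, 12, 9.6 and 8 h. According to the methods, a gene was selected when its g-test p value was less than 0.3 in both LD and DD and its dominant period was 24 h. Here, the test was run on the LD series and the DD series of each gene separately. The largest ordinate lay at 24 h for 7131 genes in LD, for 6277 genes in DD and for 2381 genes in both. Simulated series had the residual spread of each gene, with noise drawn independently for each gene. Of 27033 genes, 200 received a 24 h rhythm common to LD and DD with an amplitude of 1 on the log2 scale. The rule recovered 190 of these 200 genes and called 77 genes that had no simulated change. Effects shared by genes on an array were not simulated. The amplitude of 1 was also above the median of 0.31 of the genes called on the real arrays, where recovery and false calls may differ. As a second test, a cosine with a period of 24 h was fitted to the 24 arrays together with limma, with separate mean levels in LD and DD. Amplitudes are given on the log2 scale from the mean to the peak, and peak times in h after ZT0 or CT0. In the simulated series, this test at an adjusted p value under 0.05 recovered 192 of the 200 genes with the common rhythm. It called 11 genes that had no simulated rhythm.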

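By the g-test criteria, 838 of the 27033 genes tested were rhythmic at 24 h in both LD and DD. The same rule applied to the other periods called 367 genes at 48 h, 15 at 16 h, 80 at 12 h, 12 at 9.6 h and 34 at 8 h. To estimate how many calls arise by chance, the order of the time points was permuted 100 times, independently in LD and DD and in the same way for all genes. The permuted series gave a mean of 91.0 calls and a median of 53, with a range from 6 to 1001. The mean corresponds to a false discovery rate (FDR) of 10.9%, and the median to 6.32%. The permutation with the most calls gave more than the observed time order, and the next gave 454. When the time points were permuted independently for each gene, the FDR was 8.73%. Of the alternatives that used both LD and DD, a p value under 0.05 in each moved the count most, to 289 genes, with a FDR of 0.958%. With LD alone, 2891 genes were called. The limma test found a 24 h rhythm common to LD and DD in 1002 genes at an adjusted p value under 0.05 (Benjamini-Hochberg adjustment), and these included 687 of the 838 genes. The called genes had a median amplitude of 0.31 on the log2 scale, with an interquartile range from 0.21 to 0.50. The 10 genes of largest amplitude whose LD and DD peaks lay within 4 h of each other had amplitudes from 1.95 to 3.19. With normexp background correction the amplitudes of these genes were between 0.92 and 2.38, so their size and order depend on the background correction. They included *ciarta* (chromosome 19, probe at 6603456 to 6603515 of Zv7), with an amplitude of 2.56 (SE 0.13; 2.38 with normexp), a peak at 23.4 h and an adjusted p value of 4.71e-10. *nr1d1* (chromosome 3, probe at 22779928 to 22779987) had an amplitude of 2.49 (SE 0.16; 2.37 with normexp), a peak at 21.5 h and an adjusted p value of 7.38e-09. *per3* (chromosome 11, probe at 39535566 to 39535625) had an amplitude of 1.95 (SE 0.11; 0.92 with normexp), a peak at 2.79 h and an adjusted p value of 1.74e-09.

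**Figure D1:**
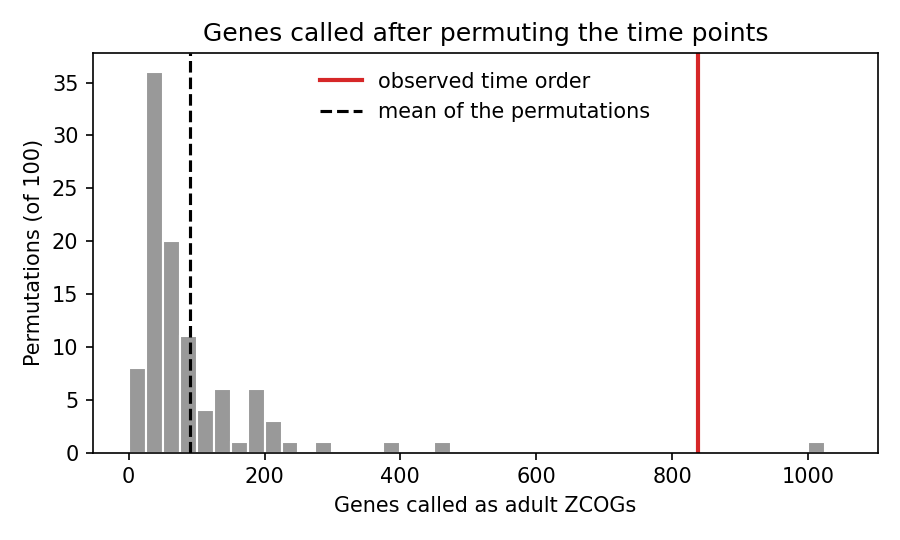
Number of genes called as adult ZCOGs in each of 100 permutations of the time points (grey bars; x axis, genes called; y axis, permutations). The red line marks the 838 genes called with the observed time order and the dashed line the mean of the permutations, 91.0. 1 permutation, with 1001 calls, lies to the right of the red line.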

Under a False Discovery Rate (FDR) <0.05, we identified 714 ZCOGs in adult brain under both LD and DD conditions (Fig. 3A). 283 ZCOGs were shared by both adult brain and larval ZCOGs (S2 Dataset and Fig. 3B) with many exhibiting a similar phase of rhythmic expression during zebrafish post embryonic development (Fig. 3C). 

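The S2 Dataset lists 283 gene symbols shared by adult and larval ZCOGs. Of these, 266 were found on the array and 265 were tested, by their current or older symbols. The g-test criteria called 188 of the 265 genes in the adult brain (70.9%), against 3.10% of all genes tested. With values from the authors' processed table, 216 of the listed genes were called, and when any probe of a gene could be called, 204. The limma fit called 195 of them after adjustment over all genes and 242 when adjusted over the list alone. The list was selected by the authors on these same arrays, so the count over the list alone is not independent evidence. Neither test called 54 of the genes. Larval peak times came from the S4 Dataset, which gives the circadian phases of genes of the larval metabolic network. Of its 317 symbols, 280 were tested in the adult brain, and 25 of these met the g-test criteria there. The median absolute difference between the adult and the larval peak time of the 25 genes was 1.13 h, and 24 of them lay within 4 h. When adult and larval peak times were paired at random 100000 times, the median difference was 4.97 h, and no random pairing gave one as small (one-sided permutation test, p = 1e-05, the smallest that this number of pairings can give). The adult peak was the later one in 6 of the 25 genes, and the circular mean of the adult minus the larval peak time was -1.11 h. The genes are not independent of each other, and larval arrays were not analysed here.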

In adult brain, *impdh1b* and *impdh2* again showed strong circadian rhythms of expression with *impdh1b* expression peaking at CT12, and *impdh2* peaking at around CT23 as in larvae. However, *impdh1a* did not show significant rhythm in adult brain (Fig. 4A, 4B, 4C).

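*impdh1b* is measured by 5 probes on chromosome 4 of Zv7, of which the brightest lies at 19727061 to 19727120. Its level relative to the 75th percentile of the array was 3.42 ± 0.76 on the log2 scale (SD, n = 12 time points) in LD and 3.39 ± 0.57 (SD, n = 12) in DD, where the SD contains the rhythm. It was lowest at 0 h or 24 h on each of the 2 days in LD and in DD. The highest values were at ZT16 and ZT36 in LD and at CT12 and CT36 in DD. The fitted 24 h rhythm had an amplitude of 0.84 (SE 0.07), which is a 3.22-fold change from trough to peak, and a peak at 12.9 h (SE 0.340 h). Its adjusted p value over all genes was 6.11e-07 (limma, Benjamini-Hochberg adjustment), and no permutation of the time points gave a larger rhythm (p = 1e-05, the smallest that 100000 permutations can give). The g-test p value was 0.000212 in LD and 0.000366 in DD. The other 4 probes gave amplitudes from 0.75 to 0.85 and peaks from 12.7 to 13.0 h. With the day 2 arrays alone, the amplitude was 0.82 and its adjusted p value was 0.0676. *impdh2* is measured by 2 probes on chromosome 8, of which the brighter lies at 24488350 to 24488409. Its level was 2.32 ± 0.23 (SD, n = 12) in LD and 2.14 ± 0.32 (SD, n = 12) in DD. The highest values were at ZT4 and ZT24 in LD and at CT0 and CT24 in DD, and the lowest at ZT16 and ZT44 and at CT16 and CT40. The amplitude was 0.31 (SE 0.05), a 1.54-fold change from trough to peak, and the peak was at 2.87 h (SE 0.593 h), with an adjusted p value of 0.000978 (permutation p = 2e-05). The g-test p value was 0.00598 in LD and 0.0286 in DD. The other probe gave an amplitude of 0.36 and a peak at 2.88 h. With each array left out in turn, the amplitude of *impdh2* stayed between 0.29 and 0.34 and its peak between 2.49 and 3.13 h. Its adjusted p value was above 0.05 when LD alone (0.224), DD alone (0.266), day 1 alone (0.121) or day 2 alone (0.391) was fitted. The level of *impdh2* followed that of hemoglobin and other blood genes over the arrays, with Pearson's r of 0.748 (Spearman's rho 0.720; permutation p = 7e-05 and 0.00015, adjusted over 7 tissues 0.00049 and 0.00105). Without the 2 arrays farthest from the median of the blood genes r was 0.755, and it was 0.568 within LD, 0.795 within DD, 0.771 in the first scan batch and 0.639 in the second. *impdh1b* and *impdh2* did not differ detectably between LD and DD in their rhythm (adjusted p value of 0.930 and 0.934 in limma).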

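*impdh1a* is measured by 2 probes on chromosome 18 of Zv7, of which the brighter lies at 6672682 to 6672741. Its level was 1.75 ± 0.49 on the log2 scale (SD, n = 12 time points) in LD and 1.79 ± 0.46 (SD, n = 12) in DD. The fitted amplitude was 0.03 (SE 0.14), with an adjusted p value of 0.99 in limma (permutation p = 0.971), and the g-test p value was 0.811 in LD and 0.967 in DD. The largest ordinate lay at 12 h in both. The other probe had an amplitude of 0.15 (SE 0.12, adjusted p value of 0.713). On 2 arrays the level was far above that on the other arrays, 3.15 at ZT32 in LD and 3.21 at CT0 in DD, against 1.21 to 1.91 elsewhere. The matching circadian times on the other day, ZT8 and CT24, had levels of 1.63 and 1.77. Photoreceptor genes were high on the same 2 arrays, with the mean of 23 genes 4.76 and 3.32 log2 units above their mean over the series. With each array left out in turn, the amplitude of *impdh1a* stayed between 0.02 and 0.15 and its adjusted p value between 0.673 and 0.998. From these series the paper states that *impdh1b* and *impdh2* were rhythmic in adult brain and *impdh1a* was not.

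**Figure D2:**
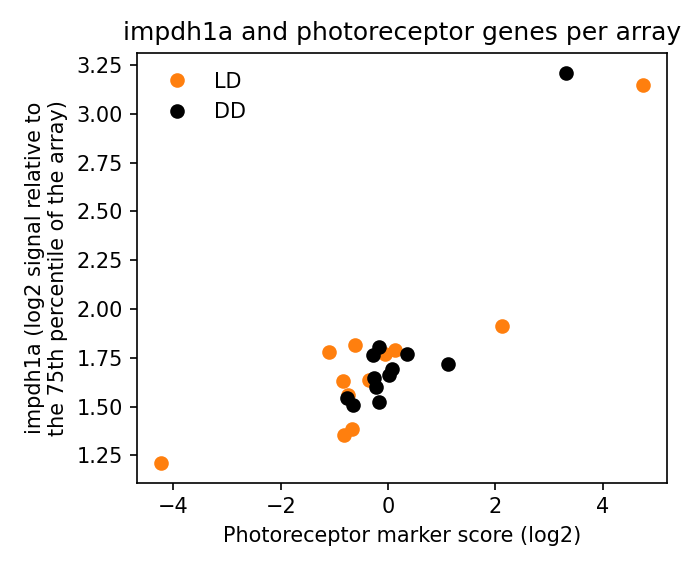
Level of *impdh1a* (y axis, log2 signal relative to the 75th percentile of the array) against the photoreceptor score (x axis, mean log2 deviation of 23 photoreceptor genes from their means over the series) on each of the 24 arrays. LD arrays are orange and DD arrays black. The arrays at ZT32 in LD (3.15) and CT0 in DD (3.21) lie at the upper right.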

**Fig 3:**
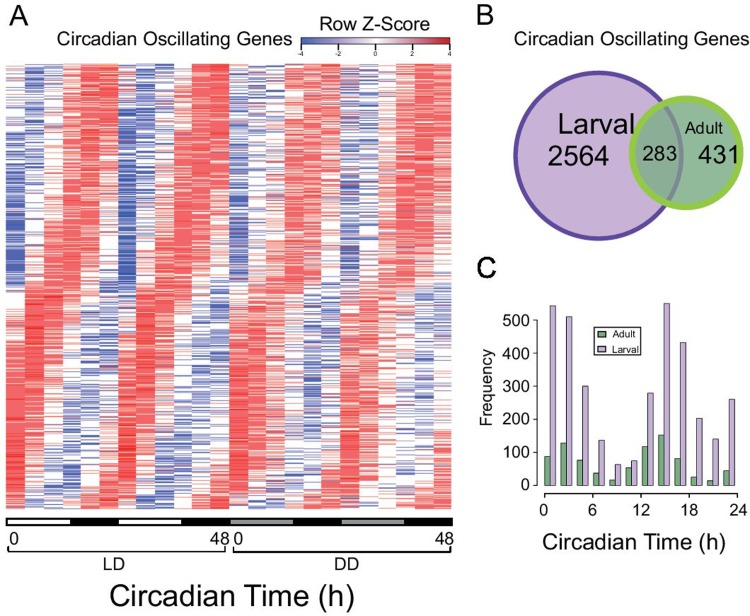
Global circadian gene expression in adult zebrafish brain. (A) Circadian expression of adult ZCOGs under both LD and DD conditions. High expression is indicated in red and low expression is in blue. The bar on the x-axis indicates light (white) and dark (black) in LD, and subjective day (gray) and subjective night (black) in DD. (B) Venn diagram quantifying the intersection of ZCOGs in adult (green) and larval (purple) zebrafish. (C) Bimodal distribution of circadian phases of ZCOGs in adult (green) and larval (purple) zebrafish.

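The cosine fitted to LD and to DD separately gave the peak time of each of the 838 genes under both conditions. The 2 peak times differed by a median of 1.17 h. They lay within 2 h of each other for 603 genes and within 4 h for 776 genes, and for 29 genes they were more than 6 h apart. Arrays were taken every 4 h, and each gene had 12 arrays per condition. The amplitude was larger in LD than in DD for 597 genes, and the median ratio of the DD to the LD amplitude was 0.838. For 236 of the genes another probe was also tested, and it was called as well in 95 of them.

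**Figure D3:**
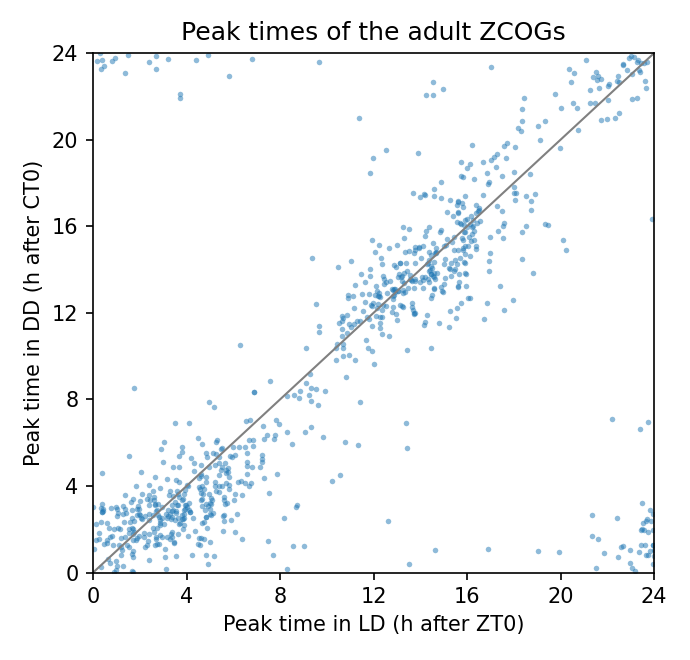
Peak time in DD (y axis, h after CT0) against peak time in LD (x axis, h after ZT0) of the 838 adult ZCOGs, each point being 1 gene and the line marking equal times. Most points lie near the line, 776 of them within 4 h, and points at the upper left and lower right corners are near the line when times are counted around the 24 h cycle.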

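From the cosine fitted to the LD and DD arrays together, 364 of the 838 adult genes peaked between CT0 and CT6, 102 between CT6 and CT12, 285 between CT12 and CT18 and 87 between CT18 and CT24. The first and the third of these intervals together held 649 genes, or 77.4% (95% Wilson interval 74.5 to 80.1%, which takes genes as independent). Under the alternatives this share was lowest with quantile normalization, at 75.1%, and highest when any probe of a gene could be called, at 77.8%. In bins of 2 h, the counts were high from CT0 to CT6, with 109, 153 and 102 genes, and again from CT12 to CT18, with 110, 111 and 64 genes. Between these intervals they fell to 21 genes in CT8 to CT10 and to 20 genes in CT18 to CT20. The order of the highest bins depended on the normalization. With quantile normalization, CT14 to CT16 held 154 genes and CT2 to CT4 held 129.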

**Fig 4:**
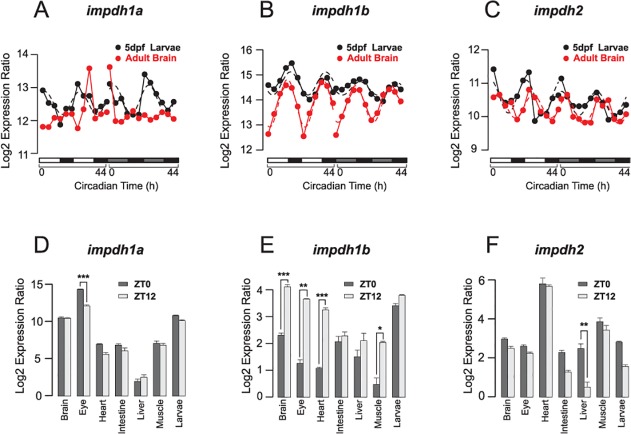
The circadian expression of three *impdh* homologs show robust in larvae and adult zebrafish tissues. The expression of *impdh1a* (A) is not circadian oscillating in adult zebrafish brain (red line) but shows circadian rhythm in 5dpf larval whole body (black line). *impdh1b* (B) and *impdh2* (C) are circadian oscillating with circadian phases around CT12 and CT23 respectively in both adult zebrafish brain and larvae. The solid curves represent microarray data and the dashed curves were fitted by cosine functions. (D) *impdh1a* is predominantly expressed in the adult eye where the expression level at ZT0 is much higher than that at ZT12. (E) *impdh1b* shows rhythmic expression in the brain, eye, heart and muscle. (F) Although the expression of *impdh2* in the heart is higher than in other tissues, it shows the most significant expression change between ZT0 and ZT12 in the liver. Error bars represent the standard error of mean (SEM) among independent biological replicates. The gene expression levels at ZT0 and ZT12 were compared using a Student’s t-test (unpaired, two tailed; *** p<0.001; ** p<0.01; * p<0.05).

We next collected five additional tissues (eye, intestine, liver, heart and muscle in addition to whole brain) from adult fish maintained under LD cycles at zeitgeber time 0 (ZT0) (where ZT0 is defined as lights-on and ZT14 is defined as lights-off) and ZT12. Using real-time PCR, we revealed that *impdh1a* was predominantly expressed in the eye, where the expression level at ZT0 was considerably higher than at ZT12 (Fig. 4D). *impdh1b* exhibited expression in all tissues, with higher expression at ZT12 than ZT0 in each case (Fig. 4E). Although the expression levels of *impdh2* in the heart, muscle and liver were much higher compared with other tissues, the most significant circadian oscillation appeared in the liver (Fig. 4F). These results validated and extended our microarray results. Thus, the circadian expression of three *impdh* gene homologs are conserved between larval and adult zebrafish. From their spatial and temporal expression patterns, we hypothesize that the three *impdh* gene homologs have different tissue-specific functions. While *impdh1b* may play a “housekeeping” role in most tissues, *impdh1a* is likely to have an eye-related function and *impdh2* may function in metabolically active tissues.

### Distinct functions of the three *impdh* homologs in early development

To explore the functions of the three *impdh* gene homologs, we knocked down *impdh1a*, *impdh1b* and *impdh2* expression using morpholino oligonucleotides (MOs) respectively. The phenotypes of the three *impdh* morphants (MO injected larvae) at 5 dpf are shown in Fig. 5A-5O. WT zebrafish possess three types of pigment: silver or reflective pigment produced by iridophores (red arrow in Fig. 5A), yellow pigment derived from xanthophores (yellow arrow in Fig. 5C) and black pigment derived from melanophores such as that in the retinal pigment epithelium (RPE) (black arrow in Fig. 5C). In WT zebrafish embryos, black pigment begins to form around the Prim-5 stage (24 hpf), xanthophores first appear on the fish head and iridophores are first present on the fish eye at the long-pec stage (48 hpf) [44]. When *impdh1a* was knocked down, pigmentation defects were visible and easily recognized starting from 72 hpf. At 5 dpf in WT embryos, the iridophore retinal ring is normally filled out and iridophores are densely packed in a dorsal stripe. In contrast, nearly all yellow and silver pigments were absent in *impdh1a* morphants (Fig. 5G, I) and the area covered by melanocytes in the head region was much broader in *impdh1a* morphants than those in other *impdh* morphants and controls (Fig. 5C, F, I, L, O, and Q for quantification).

**Fig 5:**
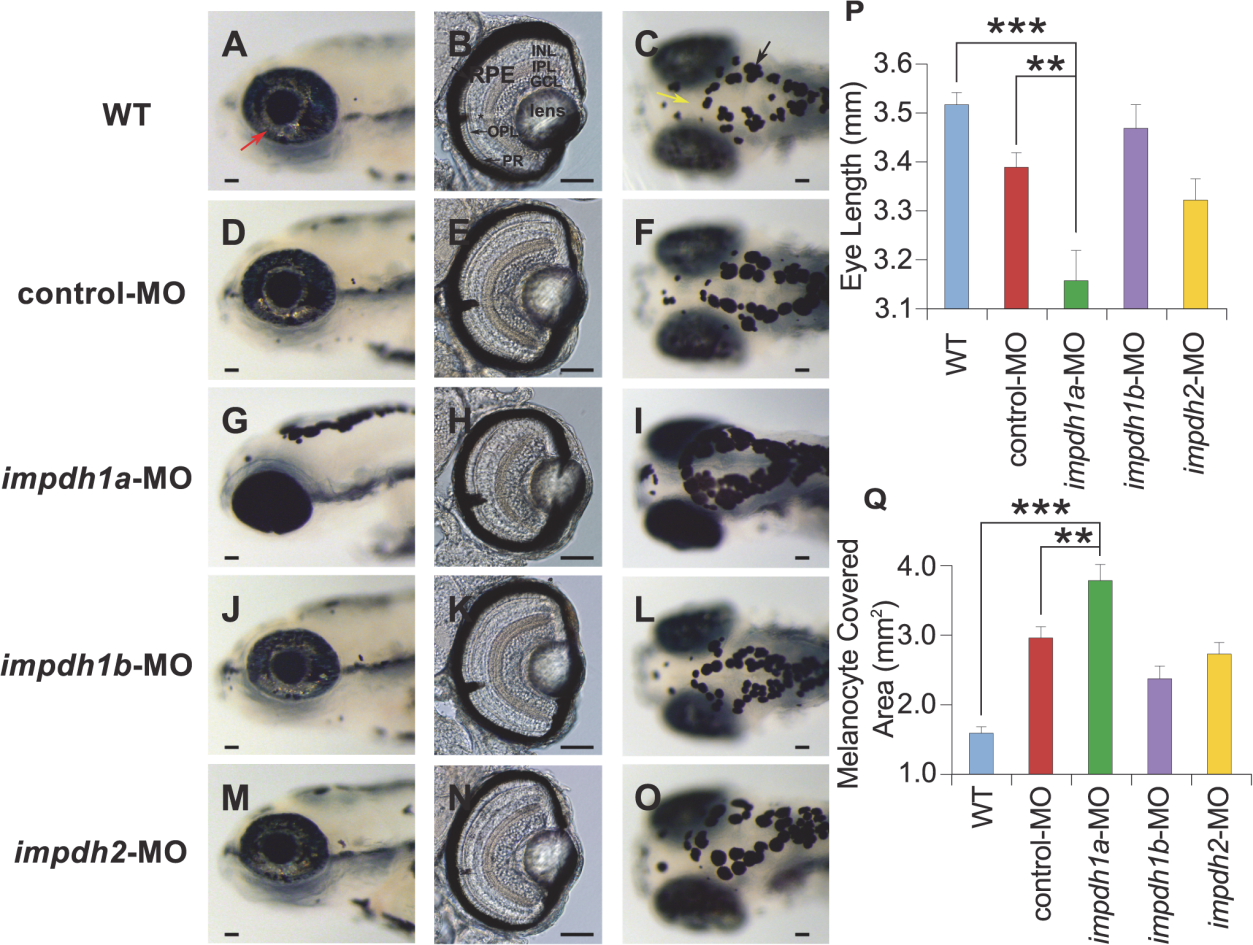
*impdh1a* knock-down leads to pigmentation defects and smaller eyes. (A,D,G,J,M): Coronal planes through 5 dpf larval eyes. Xanthophores (yellow arrow) and iridophores (red arrow) were reduced significantly in *impdh1a* morphants. (B,E,H,K,N): Transverse histological sections of *impdh* morphants. The eye length along the dorsal/ventral axis was much shorter in *impdh1a* morphants. There was no apparent phenotype in retinal cell types between WT, control and the three *impdh* morphants; (C,F,I,L,O): Dorsal images of 5 dpf larvae showed that melanophores (black arrow) covered a larger area of the head in *impdh1a* morphants. Anterior-posterior eye length (P) and melanocyte covered area (Q) were measured and compared using a Student’s t-test (unpaired, two tailed; *** p<0.001; ** p<0.01; * p<0.05). At least ten larvae were tested in each group. Error bars represent the standard error of mean (SEM) among independent biological replicates. GCL: ganglion cell layer, INL: inner nuclear layer, IPL: inner plexiform layer, OPL, outer plexiform layer, PR: photoreceptor layer, RPE: retinal pigment epithelium. Scale bars, 50μm.

In addition to loss of pigment, *impdh1a* knock-down specifically led to microphthalmia, suggesting that *impdh1a* plays a crucial role in regulating eye growth. As shown in Fig. 5P, the retina size measured along the anterior to posterior axis was much smaller in *impdh1a* morphants than in the control groups. Therefore we dissected and sectioned the eyes into slices along the transverse axis to examine in more detail the eye anatomy. In histological imaging of the retina (Fig. 5B, E, H, K, N), none of three *impdh* homologs morphants showed alterations in the retinal cell types. Furthermore, there were no obvious differences in lens area or pigmentation of the RPE between *impdh1a*, *impdh1b*, *impdh2* morphants, control and WT except that the overall eye size was much smaller in the *impdh1a* morphants than in controls. In contrast, both *impdh1b* and *impdh2* morphants displayed normal eye morphology and pigmentation (Fig. 5).

Interestingly, the rate of growth of the *impdh1b* morphants was higher than controls while *impdh2* morphants developed more slowly. Thus at 32 hpf, *impdh2* morphants showed a 6–8 h developmental delay (S4A Fig.) and only hatched at 52 hpf. In contrast, the more rapid growth of *impdh1b* morphants was visualized by their longer body length measured between 52 hpf and 5dpf (S4A, B Fig.). Therefore, our data suggest that while *impdh2* function tends to increase the rate of zebrafish embryonic development, *impdh1b* inhibits early growth.

### *impdh2* mediates the circadian control of cell cycle

Impdh is well known as a rate-limiting enzyme in the de novo biosynthesis of guanine nucleotides. As purines are basic building blocks of DNA and RNA that are needed in cell proliferation, we reason that the circadian rhythm of *impdh* may influence the rhythm of cell entry into S phase rhythm. To test our hypothesis, we first used MPA, a selective inhibitor of *impdh* protein, to treat larval zebrafish. We used BrdU to label S-phase nuclei in larvae at six circadian time points as shown in Fig. 6A. In 5 dpf WT larvae, we counted the number of Brdu positive nuclei and found a strong daily S-phase rhythm across 11 somites of the fish trunk (Fig. 6B). We then treated 4 dpf larval zebrafish with MPA at different concentrations and sampled fish starting at ZT0 of 5 dpf at 4h intervals. Larval zebrafish did not show altered morphology or behavioral changes when MPA concentration was below 100μM. MPA treatment significantly reduced the amplitude of the S phase rhythm in a dose dependent manner. This reduction in rhythmic cell proliferation was rescued when 100μM guanosine was added to MPA-treated larval fish (Fig. 6B). These results suggest that MPA inhibits circadian rhythmicity of S phase by limiting the GTP required by DNA synthesis and that de novo purine synthesis plays an important role on the circadian rhythmicity of cell cycle.

**Fig 6:**
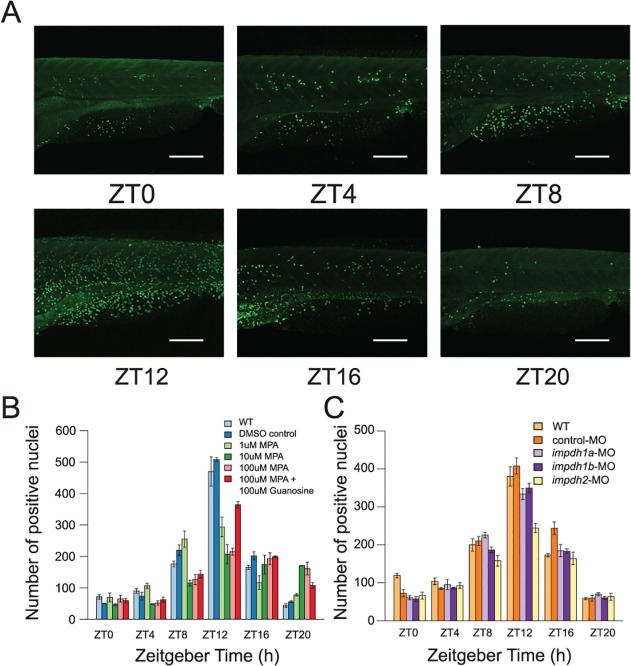
*impdh2* mediates the circadian control of cell cycle. (A) The BrdU staining in 5 dpf larvae represents the daily rhythm of S phase in cell cycle under LD conditions. (B) The amplitude of the S phase rhythm was attenuated when the larvae were treated with MPA. The effect of MPA was rescued when guanosine was added to MPA-treated larvae. The inhibitory effect of MPA on the S phase rhythm was in a dose-dependent manner and saturated at 10μM concentration. (C) The amplitude of the S phase rhythm decreased significantly in *impdh2* morphants. At least three larvae were measured at each data point. Error bars represent the standard error of mean (SEM) among independent biological replicates. Scale bars, 200μm.

Next, in order to examine which *impdh* gene homolog actually contributes to circadian control of cell cycle, we knocked down the three *impdh* homologs individually using MOs and studied the effect on the circadian rhythm of S phase. We failed to observe any effect of *impdh1a* MO or *impdh1b* MO on cell cycle rhythmicity. In contrast, the high-amplitude daily rhythm of S phase was significantly suppressed when *impdh2* was knocked down (Fig. 6C). This result suggested that *impdh2* plays a major role in circadian control of cell cycle.

### Genome-wide effects of *impdh* homolog-specific knock-downs

Impdh has been well documented to serve as a key enzyme in the GTP biosynthesis pathway. In order to explore in more detail the mechanisms whereby changes in purine biosynthesis might generate the overt aspects of the morphant phenotypes, we measured global transcriptome changes in the whole body of *impdh1a*, *impdh1b* and *impdh2* morphants (32hpf) using RNA-seq. We identified 468, 331 and 1166 genes whose expression was significantly altered in the *impdh1a*, *impdh1b* and *impdh2* MO knock-down compared to controls (S5A Fig.). There was only limited overlap amongst these three groups, with only 36 genes showing altered expression in all three MOs (S5B Fig.). This indicates that the down-regulations of three *impdh* homologs have distinct impacts on global gene expression.

We next classified the genes affected by *impdh*-specific knock-downs into KEGG pathways and examined their tissue specific expression patterns based on annotations in the ZFIN database [38]. The expression of genes affected by the *impdh1a* knock-down is enriched in retina inner/outer nuclear layers (S3 Dataset) while those affected by *impdh1b* and *impdh2* knock-downs are enriched in the regulation of developmental process. Thus, *rpe65a* involved in visual pigment regeneration and *ddt* in melanin synthesis are significantly up-regulated upon *impdh1a* knock-down. Both *rpe65a* and *ddt* display circadian rhythms of expression with peaks at CT24 and CT7 respectively. Interestingly, mutations in RPE65 cause retinal pigmentosa similarly to IMPDH1 mutations [45]. *dhfr* which synthesizes tetrahydrofolate essential for purine metabolism is down-regulated in both *impdh1a* and *impdh1b* morphants. In addition, metabolic enzymes including *psat1* and *phgdh* involved in serine synthesis and *bcat1* in the synthesis of branched chain amino acids were up-regulated in *impdh2* morphants. Both serine and branched chain amino acid metabolism have been implicated as key requirements for cell proliferation [46,47]. The differential expression of *rpe65a*, *dhfr*, *bcat1* and *psat1* were all validated by real-time PCR (S6 Fig., primers used for real-time PCR are in S3 Table). Thus, the molecular functions of the genes affected by three *impdh* homolog-specific knock-downs provided the clues to the molecular basis of the morphant phenotypes that we observed.

### Circadian regulation of de novo purine synthesis pathway

In our larval zebrafish microarray data, the expression of genes encoding multiple enzymes upstream of *impdh* in de novo purine synthesis, including *atic*, *gart*, *pfas*, *ppat* together with *impdh2*, all displayed similar circadian rhythms (Fig. 7A). We further studied their expression in six adult tissues at ZT0 and ZT12 using real-time PCR as shown in S7 Fig. (primers used for real-time PCR are in S3 Table). Similar to *impdh2*, all genes showed elevated expression at ZT0 in liver and other tissues. To investigate whether these genes in the purine synthesis pathway were regulated by the core circadian clock mechanism, we generated *clock* MO knock-down larvae. Time-series measurements of *atic*, *gart*, *pfas*, *ppat* and *impdh2* mRNA levels by real-time PCR showed significantly dampened oscillations in 5 dpf *clock* morphants compared to WT or control morphants in both LD and DD conditions (Fig. 7B-7F). Thus, these circadian oscillating genes in de novo purine synthesis are likely to be co-regulated by *clock*. We examined a published *Bmal1* ChIP-seq data in mouse liver [48]. In mouse, *Ppat* and *Paics* share the same promoter, which contains a strong *Bmal1* binding site. *Atic* also has a *Bmal1* binding site in its promoter. We conducted promoter analysis for the corresponding zebrafish genes. We identified a Bmal1/Clock binding site in the promoter of *ppat*, *paics*, and *impdh2* in zebrafish strongly suggesting that they are also under the direct control of Bmal1/Clock.

**Fig 7:**
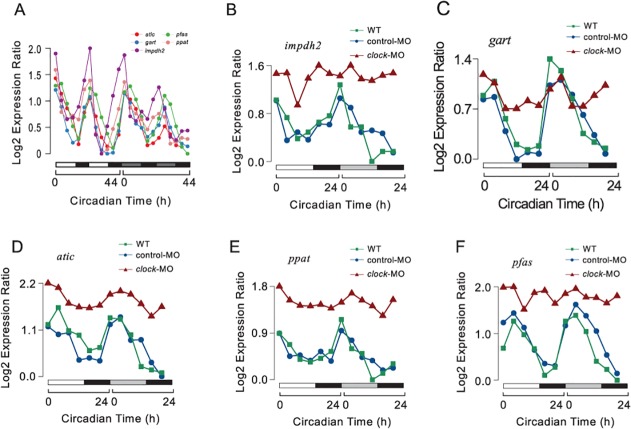
Circadian clock controls de novo purine synthesis pathway. (A) Circadian oscillating genes in de novo purine synthesis pathway have similar circadian phases (around CT0) in both LD and DD conditions. (B-F) *clock* controls the circadian expression of these genes as indicated by the significantly dampened oscillations in *clock* morphants (red) compared to WT (green) or control morphants (blue) in both LD and DD. The lowest log2-transformed expression level for each gene was normalized to zero.

In mouse retina, ChIP-seq analysis has revealed that *Impdh1* is regulated by *Crx*, a transcription factor specifically expressed in the eye and pineal gland [49]. In our study, *crx* showed circadian expression peaking at CT17 preceding the peak of *impdh1a*. The circadian oscillation of *impdh1a* may be directly regulated by *crx* and indirectly driven by *clock*. Our functional analysis implicates *impdh1a* in melanogenesis and eye development. Our previous study has shown that melanogenesis exhibits a circadian rhythm with a peak around CT0 similar to rhythmic *impdh1a* expression. Therefore, the circadian oscillation of *impdh1a* may contribute to circadian rhythm of melanogenesis in zebrafish. In the promoter of *impdh1b*, we encountered a retinoic acid-related orphan receptor (ROR) response element (RRE), the binding site for ROR and NR1D family transcription factors. This result is consistent with the CT12 peak of rhythmic *impdh1b* expression since we observed previously that circadian oscillating genes with peaks around CT12 tend to contain RRE elements [38]. Taken together, we proposed that the three zebrafish homologs of *impdh* are regulated by different circadian transcription factors which lead to their different circadian phases and tissue distribution.

## Discussion

Previously, we have demonstrated that a functional circadian clock is already present at 5 dpf in larval zebrafish and we have identified more than 2,800 ZCOGs using whole larval RNA extracts and a high-throughput approach [38]. To examine the effects of these ZCOGs on metabolism, we developed a computational method to partition different metabolic processes according to time of day. Our clustering method is based on two assumptions. First, the enzymes similar in circadian phases of gene expression at the transcriptome level also tend to reach their activity peaks approximately at the same time of day. Second, the co-expressed circadian enzymes that are proximal in metabolic network form a module of common metabolic function. Under these assumptions, our method should be generally applicable to the integration of circadian transcriptome data and global metabolic network. Applying our method to zebrafish circadian transcriptome, we found that top clusters of ZCOGs with coherent circadian expression are enriched with genes in purine and pyrimidine metabolism. At a rate-limiting step of this pathway, three *impdh* gene homologs that have not been previously implicated in circadian clock function, all showed robust, high amplitude circadian rhythms. Furthermore, their circadian expression is developmentally conserved between larval and adult zebrafish. Subsequent functional analysis of these *impdh* homologs revealed that *impdh1a* is involved in pigment synthesis and eye development while *impdh2* is generally implicated in the control of cell proliferation. Expression of both *impdh1a* and *impdh2* oscillated with circadian peaks at CT23. In comparison, *impdh1b* was ubiquitously expressed and showed an opposite phase of rhythmic expression to *impdh1a* and *impdh2* in all tissues tested. Although the detailed functions of *impdh1b* are still unclear, it seems that it may have the function to delay growth in contrast to both *impdh1a* and *impdh2* which appear to accelerate growth. Our RNA-seq analysis of *impdh* homolog-specific morphants identified downstream genes that may be responsible for the different phenotypes. Our promoter analysis also suggested that the rhythmic expression of the three *impdh* homologs was controlled by different circadian transcription factors: *impdh2* was regulated by Bmal1/Clock, *impdh1a* by Crx, and *impdh1b* by Ror or Nr1d.

Fustin et. al (2012) have reported the circadian expression of genes involved in purine and pyrimidine nucleotide metabolism in mouse liver [50]. They revealed that circadian rhythms of *Ppat* and *Pnp* expression contribute to rhythmic synthesis of guanine nucleotides but they fell short of linking this phenomenon to circadian control of the cell cycle. In mouse, *Ppat* shows strong circadian oscillation in multiple tissues with a peak at CT11, typical for Bmal1/Clock regulated circadian genes. Consistently, our previous larval study identified rhythmic expression of several *pnp* homologs in zebrafish [38]. Our results showed that both MPA inhibition and impdh2 knockdown have significantly dampened the amplitude of circadian rhythm of S phase in proliferating cells of zebrafish. This is consistent with the earlier report that MPA and impdh2 have the same inhibitory effect on the sprouting of intersegmental blood vessels in early zebrafish larvae [51]. We found that IMP, the substrate for Impdh2, is peaking at ZT7, five hours ahead of the peak of S phase. This observation suggests that the peak of Impdh2 activity may be between ZT7 and ZT12 to deplete IMP level to provide purine for DNA synthesis. Thus the circadian oscillation of IMP together with *impdh2* can have an important regulatory role on the metabolic flux through purine synthesis pathway. From the microarray data for mouse tissues and cell lines in the BioGPS database (http://biogps.org/), mouse *Impdh2* together with other de novo purine synthesis genes are highly expressed in embryonic stem cells. From the in situ data for the developing mouse embryo at E14.5 in Metscout database (http://www.metscout.mpg.de), *Impdh2* is expressed in proliferating cells including those in the ventricular zone of the brain similar to other enzymes involved in de novo purine synthesis. It was shown that enzymes in de novo purine synthesis form reversible multi-enzyme complex in so-called “purinosome” in HeLa cells [52]. These observations suggest that the enzymes in de novo purine synthesis pathway are co-regulated both spatially and temporally to control metabolic flux. Karpowicz et al. (2013) have found that the circadian clock regulates stem cell regeneration in the fly intestine [53]. In mammals, there are also reports of circadian clock regulation in epidermal cells [54] and hematopoietic stem cells [55]. Therefore, our results suggest that circadian purine synthesis may directly contribute to cell proliferation and stem cell regeneration regulation by the circadian clock in a highly conserved manner.

Our study has revealed that *impdh1a* is required for pigment synthesis and ocular development. Interestingly, the *gart* and *paics* mutants which affect two enzymes upstream of Impdh in de novo purine synthesis, display almost identical phenotypes in the zebrafish retina as our *impdh1a* morphant [56]. From this previous study it was proposed that purine synthesis provides key precursors for three types of pigment cells in zebrafish: iridophores, xanthophores and melanophores [56]. Our results suggest that *impdh1a* is also involved in these processes. This is consistent with our previous finding that melanogenesis is under circadian clock control in zebrafish [38]. Therefore, it seems that *impdh1a* and *impdh2* along with other enzymes in de novo purine synthesis are involved in circadian regulation of two seemingly different processes that are both controlled by purine synthesis: pigment synthesis in pigment cells and cell growth in proliferating cells. This functional difference is also revealed by the distinct differential gene expression upon their MO knockdowns.

It is well known that circadian clock dysfunction is closely associated with metabolic disorders or diseases. Metabolism-based research in circadian rhythms represents a potentially important contribution to our understanding of circadian output functions [57]. The mis-regulation of enzymes in nucleotide metabolism is especially prone to diseases. Only two IMPDH homologs, IMPDH1 and IMPDH2, exist in humans sharing 84% amino acid identity [58]. The amino acid sequences of Impdh homologs are highly conserved between human, mouse and zebrafish [51]. Thus, zebrafish Impdh1a shares 90% identity and Impdh1b, 91% identity with human IMPDH1 (S8 Fig.). In addition, zebrafish Impdh2 shares 91% identity with human IMPDH2. Among the two IMPDH homologs that have been described in humans, IMPDH1 is linked to several types of severe retinal degeneration including retinitis pigmentosa and Leber congenital amaurosis (LCA) [45]. Furthermore, IMPDH2 contributes to cell proliferation in a variety of cell lines and tissues such as activated lymphocytes and tumor cells [59–61]. Thus, IMPDH has already become an important drug target for antiviral, cancer chemotherapy and immunosuppressive therapy. Immediately downstream of IMPDH, hypoxanthine phosphoribosyltransferase (HPRT) that also showed circadian expression similar to IMPDH2 in our study is implicated in Lesch-Nyhan syndrome, a neurological disease [62]. Therefore, our study provides novel insight into whether enzymes in de novo purine synthesis, especially IMPDH, can be used as biomarkers for metabolic diseases which are linked with circadian clock disorders.

## Materials and Methods

### Ethics statement

Zebrafish handling procedures were approved by the Institute of Neuroscience, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### Animals

Wild type AB strain zebrafish (*Danio rerio*) were obtained from National Zebrafish Resources of China (Shanghai Institutes for Biological Sciences). Adult zebrafish (6 months old, male) and larval zebrafish were maintained at 28°C under a 14h: 10h light/dark cycle. The light provided by three full spectrum fluorescent bulbs (13W, SHLY) was turned on at 9:00, and turned off at 23:00. The illuminance during light exposure was approximately 1400 lux, measured by a digital luxmeter (Model ZDS-10, SHXL) at the water surface. The fish were fed live brine shrimp at 10:00 and 15:30 every day.

### Analysis of zebrafish metabolic network

We downloaded all enzymatic reactions and their associated genes, i.e. Gene-Protein-Reaction (GPR) association, for zebrafish included in the KEGG database. We obtained the major metabolites participating in these reactions and the direction of reactions by parsing the KEGG pathway maps. The information of the zebrafish metabolic network can be found in S1 and S4 Datasets. The reactions are considered to be connected if they share the same substrate or product. This leads to an un-directed graph with reactions as nodes. The shortest distances between reactions on the graph were computed using Floyd’s algorithm implemented by allShortestPaths function of e1071 library in R program. The distances between genes coding for the enzymes catalyzing the reactions were computed as the sum of the shortest distances between their associated reactions (if they are associated with the same reaction) and the contribution from their phase difference in circadian gene expression. The contribution to the distance from phase difference is proportional to $4\sin^{2}\left(\frac{\Delta \theta }{2}\right)$, the squared distance between two unit vectors on the complex plane with phase angle difference Δ*θ*. The phase angle of the unit vector is related to the peak time of circadian oscillating gene between 0 and 24 by $\theta =\frac{p\times 2\pi }{24}$. The term $4\sin^{2}\left(\frac{p_{i}-p_{j}}{24}\right)\pi$ gives rise to the equivalent distance of 0, 1, 2, 3, 4 when the peak times of two genes differ by 0h, 4h, 6h, 8h, 12h respectively. Based on the combined distances in metabolic network and peak time difference, the gene tree was constructed by hierarchical clustering with complete linkage in R program. The tree structures in Fig. 1 and S1 Fig. were visualized using iTOL [42,43], and were not drawn to scale.

### Adult fish brain collection for microarray

To examine genome-wide circadian gene expression, we sampled adult male zebrafish whole brains in both LD (14h:10h light/dark) and DD conditions for microarray. In the LD group, 24 fish were placed in an adult zebrafish activity recording system (S1 Text). After 3 days 14h:10h LD acclimation, the fish were sacrificed and dissected at 4h intervals starting at ZT0 of the fourth LD cycle for 12 time points. In the DD group, 24 fish were also acclimated to 14h:10h LD cycle for 3 days, and then they were sacrificed every 4h starting at CT0 of the fourth day in DD condition for 12 time points. 2 fish were sampled individually in each time point. Every fish was killed by rapid decapitation, and the whole brain was removed and frozen immediately in liquid nitrogen and stored at -80°C. The collection of samples under darkness was performed under dim red light. Locomotor activity of each zebrafish was recorded during the experiment.

### Microarray data analysis

Microarray data analysis was performed as described before [38] with slight modifications (S1 Text). Briefly, the selection criteria used here were as follows: g-test p values less than 0.3 in both LD and DD with a dominant period set as 24 h. These cutoffs corresponded to an overall FDR less than 5% as computed from random permutation. The microarray data have been deposited in Gene Expression Omnibus (GEO) under accession number: GSE51279.

### Real-time PCR

Real-time PCR was performed as previously described [38]. The primer sequences of genes tested are listed in S3 Table.

### Morpholino injection

Morpholinos (MOs) were purchased from Gene Tools. Each MO except standard controls was designed to target the start codon region of the gene. The sequence of the *clock* MO was 5’-CAT CCC GGT CTA TGC TGG AGG TCA T-3’ as previously used by Li et al. [63]. The sequence for *impdh1a* MO was 5’-GAT CAG GTA ATC AGC CAT GAG TCT C-3’; *impdh1b* MO, 5’-CTC CGC TTA TCA GAT AGT CTG CCA T-3’; *impdh2* MO, 5’-GCT GAT TAA ATA GTC CGC CAT AGT-3’; and the standard control MO, 5’-CCT CTT ACC TCA GTT ACA ATT TAT A-3’. The sequences of *impdh1a* MO and *impdh2* MO were the same as those used previously [51]. MOs were used at the following doses: *clock* MO: 2.5ng; *impdh1a* MO, 8 ng; *impdh1b* MO, 9.6 ng; *impdh2* MO, 5.6 ng; standard control MO for *clock* knock-down, 2.5ng; standard control MO for three *impdhs* knock-down, 9.6ng. MOs were pressure-injected into 1- to 2-cell stage embryos at a volume of 1 nl using Picospritzer II injectors as described [64].

### Drug treatment

Mycophenolic acid (MPA, Sigma) was dissolved in dimethylsulfoxide (DMSO) at a stock concentration of 100mM and guanosine (Sigma) was also dissolved in DMSO at a stock concentration of 1M. At 4 dpf, WT larvae raised on a 14h: 10h LD cycle at 28°C were distributed into 35mm dishes with each dish holding 25 larvae in 5ml E3 buffer. Larvae were then exposed to drugs beginning at ZT0 (96 hpf) by directly pipetting MPA and/or guanosine stock solutions into each dish at the following final concentrations: 1μM, 10μΜ, 100μM; MPA and 100μM guanosine. The DMSO final concentration was adjusted to 1% in each dish. At their final concentrations, MPA and guanosine had no detectable effect on larval zebrafish behavior. Drug treated larvae were collected at 4h intervals starting at ZT0 of 5 dpf for 6 time points in LD conditions.

### BrdU labeling and confocal imaging

5 dpf larvae were incubated in 15% DMSO and 85% hanks (Gibco) solution with 10 mM bromodeoxyuridine (BrdU, Sigma) for 20min on ice. Then larvae were fixed in 4% paraformaldehyde (PFA) at 4°C overnight. After gradual dehydration and rehydration in methanol, larvae were permeabilized 10 min with 100% acetone prechilled to −20°C, and then 20 min with 0.1% trisodium citrate(with 0.1% Triton X-100) at RT. Larvae were rinsed three times with ddH_2_O and incubated in 2N HCl for 1h at RT. Subsequently larvae were washed in PBST (0.1% Triton X-100 in PBS) several times and blocked in 2% goat serum for 2h at RT. Then whole-mount immunofluorescence was performed with 1:10 anti-BrdU antibody (Roche) at 4°C overnight followed by incubation with secondary antibodies conjugated to fluorescein (1:1000) according to standard protocols. Brdu labeled larvae were embedded in 1.0% low-melting point agarose for imaging. Images were performed on an Olympus FV1000-MPE laser scanning confocal microscope. The number of Brdu positive nuclei was counted over 11 somites of the fish trunk between the anus and head.

### Melanocyte area measurement

Melanocyte area measurement was performed as described before [38]. The covered area of melanocytes was measured in the head region from the pineal gland to the optic vesicles excluding the eyes.

### Histology

Zebrafish eye histological analysis was conducted on vibratome sections. 5 dpf larvae were collected and fixed overnight at 4°C in 4% paraformaldehyde (PFA). After washing several times in PBST (0.1% Triton X-100 in PBS), the whole larvae were embedded in 4% low-melting point agarose and 50-μm-thick sections were cut using Leica VT 1200S. Images were obtained on an Olympus microscope (1X71) mounted with a DP72 digital camera controlled by DP2-BSW software. To maximize comparability across different *impdh* morphants, only sections with an optic nerve visible in the eyes were used. 5 dpf larvae morphological images were taken using an Olympus microscope SZX16 equipped with a DP71 CCD camera controlled by DP Controller software. Larval zebrafish anterior-posterior eye length and body length (from the middle of the mouth to the tip of the tail) was measured on images using ImageJ 1.41 software. Images were processed using Adobe Photoshop CS2.

### Sample collection for RNA-seq analysis

To validate the functions of the three *impdh* genes, we collected *impdh* MO injected embryos for RNA-seq. WT larvae, control and *impdh* morphants were raised under LD conditions and sampled simultaneously at 32 hpf. Each group had at least 40 embryos. Total RNA was extracted from each sample using Trizol. The quantity and quality of the RNA samples were assessed with a Qbit (invitrogen) and an Agilent 2100 bioanalyzer. RNA-seq was performed by Partner Institute for Computational Biology Omics Core. mRNA-seq libraries were prepared using the TruSeq RNA Sample Preparation v2 Kit following the manufacturer's protocol (Illumina). Briefly, 1ug poly-A containing mRNA was purified using poly-T oligo attached magnetic beads and then fragmented. The cleaved RNA fragments were primed with random hexamers into first strand cDNA, and then the second-strand cDNA was synthesized. The ends of double-strand cDNA (ds cDNA) were repaired into blunt ends, after which an adenosine base was added to the 3’ ends of ds cDNA and adaptors with a single T base overhang on 3’ end were ligated. These adapter-modified cDNA fragments were amplified by PCR which was performed with a PCR primer cocktail that annealed to the ends of the adapters. The products were purified, then the concentration and size distribution of the libraries were determined on a Qbit and an Agilent Bioanalyzer. Libraries were loaded onto single flow cells at concentrations of 9 pM to generate cluster densities of 750,000–850,000/mm^2^ following Illumina's standard protocol using the Illumina cBot and TruSeq SR cluster kit V3-HS (cBot). The flow cells were sequenced as 51 single reads on an Illumina HiSeq 2000 using TruSeq SBS sequencing kit version 3 and HCS version 2.0 data collection software, respectively. Base calling was performed using Illumina's real time analysis (RTA). The row sequence reads were exported in FASTQ format.

### RNA-seq data analysis

Sequence reads from RNA-seq data were aligned to the *Danio rerio* genome (Zv9) using the bowtie2 program [65] and all read mapping was carried out using TopHat2 [66]. All expression values were estimated using Cufflinks 2.1.1 (http://cufflinks.cbcb.umd.edu) [67] with the same annotations and reference sequences as TopHat2. FPKM value was obtained for each predicted transcript. We excluded the low abundant transcripts with FPKM less than 1 in all samples. Differential gene expression between each pair of samples was characterized by the log2 ratio of their FPKM values. A gene was considered as significantly differentially expressed if the absolute value of log2 ratio of FPKM values was greater than 2. The RNA-seq data have also been deposited in GEO under accession: GSE51279.

### Sample collection and preparation for ^1^H-NMR

WT AB larvae were raised in 14h:10h LD condition and collected at 5dpf. The larvae were sampled at 6h-interval: ZT0, ZT6, ZT12, ZT18, ZT24, and every time point has three biological replicates. For each sample, 50 larvae were collected in tubes for homogenization (91-PCS-CK14, PeqLab) and rapidly frozen in liquid nitrogen. Considering ideal freezing and storage conditions for pH-sensitive samples [68], the frozen samples were freeze dried overnight. Ceramic beads (91-PCS-CK14, PeqLab) and 1000 μL of acetonitrile / H_2_O (1:1) were added and the samples were extracted for 25 minutes at 4°C using a neolab Intellimixer (u1, 99 rpm). The samples were centrifuged at 14,000 rpm for 10 minutes at 4°C and the supernatants were freeze dried. For ^1^H-NMR measurement, the extracts were dissolved in a mixture of buffer (1.5 M KH_2_PO_4_, 2 mM NaN_3_, 0.1% TSP in D_2_O, pH 7.1) and D_2_O (1:9).

### ^1^H-NMR analysis

Spectra were recorded on a Bruker Avance II spectrometer using a ^1^H-BBI double resonance probe (Bruker Biospin GmbH). 1D NOESY spectra were recorded with presaturation for water suppression and 256 scans at 300 K (26.9°C). A prescan delay of 4 s was used together with a mixing time of 10 ms. Pulse lengths were determined automatically by the Bruker AU program *pulsecal*. 64k complex data points corresponding to a sweep width of 12,345.68 Hz were recorded.

### Processing of ^1^H-NMR data

All spectra were treated identically using an exponential apodization function, introducing an additional linewidth of 0.3 Hz and automated phasing, baseline correction and referencing using the Bruker macro *apk0*.*noe*. Preliminary peak assignment was done using databases (Chenomx (Chenomx Inc.), BBIOREFCODE (Bruker BioSpin GmbH), The Human Metabolome Database (HMDB)) and confirmed by spiking pure substances in the samples. Integration was done using AMIX (Bruker Biospin GmbH). Spectra were scaled to total intensity. Circadian oscillations were identified by fitting the mean intensities across 24 hours to a cosine function with periods between 20–28 and shifting phases. Statistical significance of differences between groups collected at different time points were assessed by ANOVA.

## Supporting Information

S1 Text Supplementary Materials and Methods for adult zebrafish activity recording and microarray analysis. (DOCX) Click here for additional data file.

S1 Fig The rest of smaller clusters in the clustering of ZCOGs on zebrafish metabolic network. Four smaller isolated clusters (labeled as A, B, C, D) with size larger than 10 shown in the same manner as the main cluster in Fig. 1.
(TIF) Click here for additional data file.

S2 Fig Adult zebrafish locomotor activity. (A) An infrared behavioral monitoring platform. The locomotor activities of all 24 fish can be tracked simultaneously. The activity curve of a selected fish in the red rectangle was displayed in real time. The color of the curve reflected the value of the moving: white, lower than freezing threshold; red, higher than burst threshold; green, between freezing threshold and burst threshold. Freezing threshold and burst threshold parameters for detection were matched to visual observation of the locomotion of individual fish. Locomotor activities of adult zebrafish under 5LD condition (B) and 3LD-2DD condition (C). Diamonds represent the 4h interval time points when the fish were collected for microarray analysis. The-y axis indicates the average value of pixels per second. The x-axis indicates light (white) and dark (black) in LD, subjective day (grey) and subjective night (black) in DD.
(TIF) Click here for additional data file.

S3 Fig Adult fish brains collection for microarray. The locomotor activity of each adult fish was recorded before being sacrificed for microarray at 4h intervals in both LD and DD conditions. Every time point was generated using two independent fish. * In DD, fish 1 in CT12 escaped from its cell between CT8 and CT12, the recording data was missing during that period. This fish was sacrificed at CT12.
(TIF) Click here for additional data file.

S4 Fig The phenotypes of WT, control morphant, and three *impdh* morphants at early stages of development. (A) *impdh1b* morphant development was faster than WT or control larvae while the *impdh2* morphant grew slower at 32 hpf and 52 hpf. (B) The body lengths were calculated in 5 dpf larvae. *impdh1b* knock-down promotes larval zebrafish development significantly. Error bars represent the standard error of mean (SEM) among independent replicates. * p<0.05; ***P<0.001, unpaired two-tailed Student’s t-test, scale bars, 500μm.
(TIF) Click here for additional data file.

S5 Fig Genome-wide effects of three *impdh* homolog-specific knock-downs. (A) Heatmap shows the gene expression of WT & control and three *impdh* homolog-specific knock-downs. WT & control represents the combined mean gene expression of WT and control. (B) Venn diagram shows the overlapping genes affected by the three *impdh* homolog-specific knock-downs.
(TIF) Click here for additional data file.

S6 Fig The expression of the three *impdh* homologs’ target genes. The differential expression of selected genes affected by the three *impdh* homologs knock-down: *dhfr* (A), *bcat1* (B), *rpe65a* (C) and *psat1* (D) have been validated by real-time PCR. Independent batches of samples from the ones used in RNA-seq were used for detection. Error bars represent the standard error of mean (SEM) among independent replicates. *** p<0.001, unpaired two-tailed Student’s t-test.
(TIF) Click here for additional data file.

S7 Fig Circadian genes in the de novo purine pathway show different expression in larval and adult tissues. *atic* (A), *gart* (B), *pfas* (C), *ppat* (D) are widely rhythmically expressed in adult fish tissues. Error bars represent the standard error of mean (SEM) among independent replicates. *** p<0.001, unpaired two-tailed Student’s t-test.
(TIF) Click here for additional data file.

S8 Fig Sequence alignment of Impdh homologs in zebrafish. IMPDH homologs are high conserved in different species. Zebrafish Impdh1a shows 90% identity and Impdh1b 91% identity with human IMPDH1. Zebrafish Impdh2 shares 91% identity with human IMPDH2.
(TIF) Click here for additional data file.

S1 Table The water-soluble metabolites quantified by NMR in 5dpf larval zebrafish. (XLSX) Click here for additional data file.

S2 Table ZCOGs that are linked to circadian metabolites. (XLSX) Click here for additional data file.

S3 Table Primers used for real-time PCR. (XLS) Click here for additional data file.

S1 Dataset The information of the zebrafish metabolic network. (XLSX) Click here for additional data file.

S2 Dataset 283 ZCOGs are shared between adult and larval ZCOGs. (XLSX) Click here for additional data file.

S3 Dataset Functional enrichment of the genes affected by *impdh*-specific. knock-downs. (XLSX) Click here for additional data file.

S4 Dataset The circadian phases of the larval zebrafish metabolic network. (XLSX) Click here for additional data file.

# Supplementary material for: Integrative Analysis of Circadian Transcriptome and Metabolic Network Reveals the Role of De Novo Purine Synthesis in Circadian Control of Cell Cycle
**Source:** PLoS Comput Biol. 2015 Feb 25;11(2):e1004086. doi: 10.1371/journal.pcbi.1004086
**Supplement:** S1 Text

**Supplemental Information**

**Integrative Analysis of Circadian Transcriptome and Metabolic Network Reveals the Role of de novo Purine Synthesis in Circadian Control of Cell Cycle**

Ying Li^1, §^, Guang Li^1, §^, Benjamin Görling^3, 4^, Burkhard Luy^3, 4^, Jiulin Du^2^, Jun Yan^1*^

Fritz-Haber-Weg 6, D-76131 Karlsruhe, Germany

Karlsruhe, Germany

^§^ These authors contributed equally to this work

**Running Title:** Circadian purine synthesis and cell cycle

**Keywords**: cell cycle/ circadian rhythm/ inosine 5'-phosphate dehydrogenase/ metabolism/ purine synthesis

**Supplementary** **Materials and Methods**

**Adult zebrafish activity recording**

Adult zebrafish were maintained in a recirculation fish housing system (ESEN). The transparent aquarium (60cm long×40cm wide×20cm deep) contained 24L water and had 24 individual cells (8cm long×8cm wide×15cm deep) separated by black plastic plates. The fish placed in each cell cannot see and interrupt each other. Water from recording aquarium flowed to a reservoir and then recirculated through biological and mechanical filters at a rate of 1200ml/min. Water conductivity was maintained between 450μS-550μS, and pH was maintained between 7.0-8.0. Heater (200W, EHEIM 3607, EHEIM), air diffuser (EHEIM 400, EHEIM) and pump (ESEN) were also provided in the reservoir. Locomotor activity of adult zebrafish was monitored by an automatic video-tracking system (ViewPoint S.A.). This system consisted of an infrared backlight emitter (HIR333C/H0, 850nm wavelength, ViewPoint S.A.) placed under the aquarium, an infrared camera (640 pixels×480 pixels, 25Fps, 1/3”CS M, 1.4 aperture, 2.8-12mm adapted lens, Point Grey Research Inc.) placed above all 24 cells and an associated software (ZebraLab3.10, ViewPoint S.A.). Images (25 frames/s) and videos were recorded through backlit chambers using an infrared camera. The movement of each zebrafish under light and dark condition can be recorded using videotrack quantization mode by which each image was converted to a digital value according to its luminosity. The data were further analyzed using custom R software.

**Microarray**

Total RNA of individual zebrafish brain was extracted using Trizol (Invitrogen) according to the manufacturer’s instruction. The quantity and quality of the RNA samples were assessed with a NanoDrop ND-1000 spectrometer (NanoDrop Technologies) and an Agilent 2100 bioanalyzer (Agilent Technologies). 12 LD RNA samples and 12 DD RNA samples were got for microarray by mixing the total RNA of 2 samples in the same Circadian Time with equal amounts. Microarrays were manufactured by Agilent Technologies, each contains 43603 probes for a whole-genome transcriptional profile. Purified total RNA of each sample was amplified and labeled with a fluorescent dye Cyanine 3 (Cy3) using a low-RNA input linear amplification kit following the manufacturer's protocol (5184-3523, Agilent Technologies). Cy3-labeled cRNA (800ng each) were hybridized to a zebrafish oligo microarray (G5219F, Agilent Technologies) for 17 h at 65°C. The hybridized microarrays were then washed according to the manufacturer's protocol. Microarray results were extracted using Agilent G2565BA Scanner and Feature Extraction software (v10.5.1, Agilent Technologies), subsequently analyzed by Gene-Spring software (v11.0.1, Agilent Technologies).

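Feature Extraction finds each spot in the scanned image, measures its brightness and that of its surroundings, subtracts the background, corrects trends across the slide and marks spots that are saturated, uneven or not well above background. GeneSpring is a program that normalizes such values between arrays. The authors' table of processed values holds 43603 probes on a log2 scale. Its sorted values were the same on all 24 arrays to within 0.00261, as quantile normalization gives, and the median of every array was 7.03. The lowest correlation over probes between this table and the log2 processed signal of the same array was 0.994, at CT24 in DD. The values of this table were used as an alternative to the signals of the scanner files.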

**Supplementary Figures**

**S1 Figure. The rest of smaller clusters in the clustering of ZCOGs on zebrafish metabolic network**

Four smaller isolated clusters (labeled as A, B, C, D) with size larger than 10 shown in the same manner as the main cluster in Fig 1.

**S2 Figure. Adult zebrafish locomotor activity**

(A) An infrared behavioral monitoring platform. The locomotor activities of all 24 fish can be tracked simultaneously. The activity curve of a selected fish in the red rectangle was displayed in real time. The color of the curve reflected the value of the moving: white, lower than freezing threshold; red, higher than burst threshold; green, between freezing threshold and burst threshold. Freezing threshold and burst threshold parameters for detection were matched to visual observation of the locomotion of individual fish.

Locomotor activities of adult zebrafish under 5LD condition (B) and 3LD-2DD condition (C). Diamonds represent the 4h interval time points when the fish were collected for microarray analysis. The-y axis indicates the average value of pixels per second. The x-axis indicates light (white) and dark (black) in LD, subjective day (grey) and subjective night (black) in DD.

**S3 Figure. Adult fish brains collection for microarray**

The locomotor activity of each adult fish was recorded before being sacrificed for microarray at 4h intervals in both LD and DD conditions. Every time point was generated using two independent fish. * In DD, fish 1 in CT12 escaped from its cell between CT8 and CT12, the recording data was missing during that period. This fish was sacrificed at CT12.

**S4 Figure. The phenotypes of WT, control morphant, and three *impdh* morphants at early stages of development**

(A) *impdh1b* morphant development was faster than WT or control larvae while the *impdh2* morphant grew slower at 32 hpf and 52 hpf. (B) The body lengths were calculated in 5 dpf larvae. *impdh1b* knock-down promotes larval zebrafish development significantly. Error bars represent the standard error of mean (SEM) among independent replicates. * p<0.05; ***P<0.001, unpaired two-tailed Student’s t-test, scale bars, 500μm.

**S5 Figure. Genome-wide effects of three *impdh* homolog-specific knock-downs**

(A) Heatmap shows the gene expression of WT & control and three *impdh* homolog-specific knock-downs. WT & control represents the combined mean gene expression of WT and control. (B) Venn diagram shows the overlapping genes affected by the three *impdh* homolog-specific knock-downs.

**S6 Figure. The expression of the three *impdh* homologs’ target genes**

The differential expression of selected genes affected by the three *impdh* homologs knock-down: *dhfr* (A), *bcat1* (B), *rpe65a* (C) and *psat1* (D) have been validated by real-time PCR. Independent batches of samples from the ones used in RNA-seq were used for detection. Error bars represent the standard error of mean (SEM) among independent replicates. *** p<0.001, unpaired two-tailed Student’s t-test.

**S7 Figure. Circadian genes in the de novo purine pathway show different expression in larval and adult tissues**

*atic* (A), *gart* (B), *pfas* (C), *ppat* (D) are widely rhythmically expressed in adult fish tissues. Error bars represent the standard error of mean (SEM) among independent replicates. *** p<0.001, unpaired two-tailed Student’s t-test.

**S8 Figure. Sequence alignment of Impdh homologs in zebrafish**

IMPDH homologs are high conserved in different species. Zebrafish Impdh1a shows 90% identity and Impdh1b 91% identity with human IMPDH1. Zebrafish Impdh2 shares 91% identity with human IMPDH2.

**Supplementary Tables**

**S1 Table. The water-soluble metabolites quantified by NMR in 5dpf larval zebrafish**

**S2 Table. ZCOGs that are linked to circadian metabolites**

**S3 Table. Primers used for real-time PCR**

**Supplementary Datasets**

**S1 Data. The information of the zebrafish metabolic network**

**S2 Data. 283 ZCOGs are shared between adult and larval ZCOGs**

**S3 Data. Functional enrichment of the genes affected by *impdh*-specific knock-downs**

**S4 Data. The circadian phases of the larval zebrafish metabolic network**

How the deposited data were processed for this re-analysis (not part of the article)

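Gene expression was measured in the whole brain of adult male zebrafish on 24 Agilent arrays of 43603 probes, 12 in LD and 12 in DD, at intervals of 4 h over 12 time points. Each array received the mixed RNA of 2 fish. No time point of a lighting condition had a replicate, so the spread was estimated from the deviations of the arrays from the fitted rhythm. Samples were assigned to lighting condition and time point by their labels, which match the methods. The other experiments of the paper, on larvae, other tissues, metabolites and morphants, were not analysed here.

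The authors deposited the scanner output of each array. Its processed signal is an intensity on a linear scale, made by Feature Extraction from the spot's brightness by subtracting the background and correcting spatial trends, and not normalized between arrays. The mean spot intensity and the local background intensity of the deposited files were used in 1 alternative. The authors also deposited a table of log2 values of the same arrays, in which the sorted values of all arrays are the same to within 0.00261. Its scale is log2 of the processed signal, as its correlation with the scanner values shows, and it was not centred by gene. The paper's text does not name the normalization.

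Here, the log2 processed signal minus the 75th percentile of the array was used. Control spots and spots marked as outliers were left out, replicate spots of a probe were averaged, and probes well above background on at least 12 arrays were kept, which left 33243. Probes were named through their transcript accession in a table of zebrafish genes of the assembly GRCz12tu, which was used for names only. Of the probes, 16651 were named by accession, 1443 by a current symbol and 1238 by an older symbol, and 24271 kept the name on the array. A gene was represented by its probe of highest mean signal, and 4954 genes had more than 1 probe. Coordinates are those of Zv7 in the deposited files. No genome sequence was used.

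Fisher's g-test was computed on 6 ordinates in LD and DD, with the paper's threshold of 0.3 and a dominant period of 24 h. The false discovery rate was estimated from 100 permutations of the time points. A 24 h cosine and sine were fitted with limma (version 3.58.1, statmod 1.5.0, R 4.3.3), with LD and DD levels as separate terms, moderated by empirical Bayes and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The same fit gave the difference of LD and DD in mean level and in rhythm. SEs of peak times come from the fitted cosine and sine terms. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9. Permutation tests of single genes used 100000 resamples, and those of correlations were two-sided.

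Each test was checked on simulated arrays of 27033 genes, with noise drawn independently for each gene and no effects shared by genes on an array. Separate sets of 200 genes received a common rhythm, a mean difference or a rhythm in LD alone, each of size 1 on the log2 scale. For limma, false calls were counted among genes with no simulated change of the tested kind. The limma test recovered 96.0% of the genes with a common rhythm with 11 false calls, 171 of 200 genes with a different LD and DD mean level with 6 false calls, and 125 of 200 genes with a different rhythm with 3 false calls. In the simulated g-test the permutations estimated 84.6 false calls where 77 were present among the unchanged genes.

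The following choices were made before the data were examined. The alternatives were quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, the authors' processed table, no filter on dim probes, a filter on all 24 arrays, any probe of a gene, removal of a linear trend, 5 ordinates, a p value under 0.05, LD or DD alone, day 1 or day 2 alone, a best period between 20 and 28 h, slide or scan batch as a block, slide as a random block, array weights, the time points as a block, a photoreceptor score as a covariate, and each array left out in turn. The genes named were those the paper names for adult brain, at most 6 of each gene list, the 10 adult ZCOGs of largest amplitude with LD and DD peaks within 4 h, the 5 genes highest in LD and the 5 highest in DD, and the 5 with the largest change of rhythm. The gene lists were purine synthesis, the purine genes of Fig. 7A, clock genes, other genes the paper names as circadian, the metabolic genes the paper's text names as changed in morphants (*dhfr*, *psat1*, *phgdh* and *bcat1*), light-induced genes, DNA replication and cell cycle, and heat shock. Marker lists of photoreceptors, retinal pigment epithelium, lens, pineal gland, pituitary, blood and muscle were written to test for carried-over tissue. The score of a list on an array is the mean log2 deviation of its genes from their means over the series. The same score was the covariate in a fit. Alternatives and tests added later are named as such in the closing section.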

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

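In this part, the groupings of the slides, the first scan batch alone, the scan batch as a block and the blood score as a covariate in the comparison of mean levels, the tests of the LD and DD amplitudes, and the swaps of LD and DD for the rhythm difference were chosen only after the results were seen.

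The paper does not report on differences in mean level between LD and DD. By limma, 178 of 27033 genes passed an adjusted p value of 0.05, 140 of them higher in LD and 38 higher in DD (274 of 409 higher in LD with normexp background correction), and 3747 genes had an unadjusted p value under 0.05, against 1352 by chance. The 5 genes highest in LD were CT593543, TC359683, TC362446, *hoxa5a* and CT694392, with log2 differences of LD minus DD from 1.64 to 2.39 and adjusted p values from 0.0277 to 0.0465. These sizes depend on the background correction. With normexp the differences were 0.66, 1.56, 0.38, 0.39 and 0.80, in that order, and *hoxa5a* no longer passed. CT593543 (difference 2.39, SE 0.55) was higher in LD at 11 of 12 time points but well above background on 15 arrays only, as were TC362446 on 16 and *hoxa5a* on 17. TC359683 (difference 2.17, SE 0.44), well above background on 24 arrays, was higher in LD at 12 of 12 time points. The 5 genes highest in DD were CN168295, *foxi1*, *c6ast3*, *LOC100000923* and *carhsp1*, with differences from -1.08 to -0.74, and from -0.49 to -0.13 with normexp, where CN168295 and *c6ast3* no longer passed. Of these, *carhsp1* (difference -0.74, SE 0.17, adjusted p value 0.0465) was higher in LD at 1 of 12 time points. In 100 random splits of the 24 arrays, the real one included, 1 gave as many genes, which argues against a chance split of single arrays. These splits treat arrays as independent, but each slide held only LD or only DD arrays. They therefore cannot exclude chance differences between slides. Technical causes remain open. Of the 10 ways to part the 6 slides into 3 and 3, 4 gave at least as many genes, LD against DD included, namely 184 for slides 1, 2 and 5, 1596 for slides 1, 3 and 5, and 1164 for slides 1, 4 and 6, so the difference could come from the slides. With slide as a random block, 2 genes passed, *aimp2* and *f7l*, which were named after their values were seen. With scan batch as a block 0 genes passed in limma (988 at an unadjusted p value under 0.05), and with the first scan batch alone, 4 LD against 12 DD arrays, 0 passed (1190 unadjusted). All 178 genes kept their direction within the first scan batch, which argues against the scan batch as their whole cause. The 178 genes were chosen with these arrays included, and the 4 LD arrays share a slide, so slides remain open. Blood carried over in larger amount in LD was tested through a prediction written before its result was seen. Within LD and within DD, the 139 genes higher in LD other than a blood gene of the list had a median correlation with the blood score of -0.0705 (one-sided permutation p = 0.685), and 52 of them were above 0, against a 95th percentile of 0.246 for shuffled scores, which argues against blood as their source. The blood score itself was 0.27 ± 0.45 (SD, n = 12) in LD and -0.27 ± 0.59 (SD, n = 12) in DD, and with it as a covariate 0 genes passed in limma. The covariate shares part of the difference between LD and DD, so that 0 does not decide between them. Light itself is another explanation. Of the 12 light-induced genes tested, 1 differed in level over all genes, *ddb2* (difference 0.90, SE 0.18, adjusted p value 0.0296, higher in LD at 10 of 12 time points), and 3 when adjusted over the list alone, with *cry5* (0.94) and *cry-dash* (0.74), all higher in LD. The median difference of the list was 0.17, and 8 genes were above 0. Of the 31 clock genes, 1 differed over all genes, *cry3b* (difference 1.18, SE 0.22, adjusted p value 0.0277, higher in LD at 11 of 12 time points), and 5 when adjusted over the list alone. Of these 5, *cry3a* (0.58) was also higher in LD, while *tefb* (-0.65), *ciarta* (-0.69) and *per1b* (-0.52) were lower. The median difference of the clock list was -0.07, and 15 genes were above 0. The values of *ddb2*, *cry5*, *cry-dash* and *cry3b* go with an effect of light for a few genes. Slides, however, hold only LD or only DD arrays, so light stays open beside the slides.

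The 24 h rhythm of the transcript CN168295 (chromosome 7, probe at 51089514 to 51089573 of Zv7) differed between LD and DD. Its amplitude was 2.88 in LD and 1.49 in DD (SE 0.13), with peaks at 24.0 and 0.760 h, and the adjusted p value of the difference was 0.0105 in limma. It was the only gene of 27033 past the threshold, and 988 genes had an unadjusted p value under 0.05, fewer than the 1352 that chance gives. When LD and DD were swapped at random time points, 9 of 100 draws, the real one included, gave at least 1 gene, so chance may explain it. With quantile normalization, the authors' processed table, no filter on dim probes and any probe of a gene the adjusted p value was between 0.00456 and 0.0199, and with normexp background correction it was 0.940, where the amplitudes were 1.51 and 0.95. No gene passed without the LD array at ZT24, the DD array at CT24 or the DD array at CT36. The transcript was also lower in LD than in DD in mean level (difference -1.08, SE 0.25, adjusted p value 0.0465), and it was well above background on 23 arrays. Since the result depends on the background correction and on 3 single arrays, a technical origin stays open, as does a biological difference in the response to light, which was not tested.

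The 24 h amplitude of the adult ZCOGs was lower in DD than in LD, with a median ratio of DD to LD of 0.838 over 838 genes, 597 of which had the larger amplitude in LD. The ratio was between 0.824 and 0.834 under the alternatives tried, namely quantile normalization, normexp, the authors' processed table and the genes with a common 24 h rhythm, all of them added after the values were seen. Clock genes had a ratio of 0.689, and 26 of 31 had the larger amplitude in LD. Swapping LD and DD within time points in all 4096 ways gave a two-sided p of 0.00146 for the adult ZCOGs and 0.000488, the smallest the swaps can give, for the 1002 genes with a common rhythm (ratio 0.834, 703 larger in LD), so chance assignment of the arrays can be excluded. A smaller overall spread of the DD arrays was tested on the SD of 9017 genes without a rhythm, whose ratio of DD to LD was 0.962 (p = 0.605). The amplitude ratio was lower than this SD ratio by the same swaps, with p = 0.0293 for the genes with a common rhythm and 0.0449 for the adult ZCOGs, which argues against a smaller spread as the whole cause. The genes share arrays and are not independent. Each slide holds either LD or DD arrays, so an effect of slides on the amplitude cannot be told apart from lighting with these arrays. A weaker rhythm in DD would be in line with the lower amplitude of locomotor activity that the paper reports in DD (S2C Fig.), but a link between them was not tested.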

How the results depend on the processing

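In this part, the blood score as a covariate, the scan batch as a block and the first scan batch alone in the comparison of mean levels, the slide as a random block and the photoreceptor score in the test of the common rhythm, and the alternatives of the amplitude ratio were chosen only after the results were seen.

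For the main results, 210 alternative values, the leave-one-out fits included, kept their direction and their side of the threshold or stayed within the limits for counts (1.5 times) and shares. Another 43 moved further and 5 lost significance. For the other named genes, 146 values stayed on their side, 9 lost and 3 gained significance. No result reversed.

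The adult ZCOG count of 838 was between 602, with a linear trend removed, and 930, with normexp background correction, under 8 alternatives that changed normalization, filter, probe, trend or ordinates. It fell to 289 with a p value under 0.05 and to 514 with slide means removed, and rose to 2891 with LD alone and 2641 with DD alone. These last settings apply a stricter or a looser rule by construction. For slide means the cause was not tested. Of the 838 genes, 715 were also called with quantile normalization, 660 with normexp, 714 with the authors' processed table and 794 with the filter on all arrays. The false discovery rate of 10.9% was 8.73% with genes permuted independently, 9.72% with quantile normalization and 13.4% without a filter, and fell to 0.958% with a p value under 0.05.

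The 1002 genes with a common 24 h rhythm became 763 without a filter on dim probes, 900 with scan batch as a block, 979 with slide as a random block, 1144 with the photoreceptor score and 1399 with normexp, and 698 to 990 with each array left out. With slide as a block, 566 genes passed, 528 of them among the 1002. With day 1 alone 125 passed, with day 2 alone 48, and with adjusted p values under 0.05 in LD and in DD separately 143, all of which rest on fewer arrays per rhythm. With the blood score as a covariate 426 passed, and the cause was not tested.

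The 178 genes that differed between LD and DD in mean level became 283 with quantile normalization, 409 with normexp, 274 with the authors' processed table, 281 with the filter on all 24 arrays, 464 with the photoreceptor score, 1558 with array weights, 44 without a filter, 2 with slide as a random block, and 0 with the blood score, with the scan batch as a block or with the first scan batch alone. In each of these with a count above 0, more genes were higher in LD than in DD. The cause was not tested, apart from the groupings of slides above. Leaving out each array in turn gave 3 to 559 genes, and 17 of the 24 arrays moved the count over 1.5 times. Without LD ZT0 it was 351, without DD CT24 559 and without DD CT28 276. It was 3 without LD ZT20, LD ZT28, LD ZT32, DD CT8 or DD CT40, 6 without LD ZT36, 7 without DD CT36, 8 without DD CT4 and 30 without LD ZT40. It was 49 without DD CT12 or DD CT44, 68 without DD CT0, and 69 without LD ZT44 or DD CT16. The arrays carry no replicate numbers, but LD and DD arrays of the same time point can be paired, and with the time points as a block 203 genes passed, 124 of them among the 178.

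The 1 gene with a different rhythm in LD and DD became 0 with normexp and with the filter on all 24 arrays, which leaves this gene out, and leaving out each array gave 0 to 1, with 0 without LD ZT24, DD CT24 or DD CT36. For the normexp setting and the single arrays the cause was not tested.

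The amplitude of *impdh1b* was between 0.78 and 0.87 with each array left out, and its adjusted p value rose above 0.05 with day 2 alone (amplitude 0.82). *impdh2* was no longer past the threshold with LD alone (amplitude 0.27), DD alone (0.36), day 1 alone (0.33) or day 2 alone (0.30), which use fewer arrays. *impdh1a* passed under none of its alternatives. Of the other named genes, *mcm6*, *mcm7*, *wee1*, *tyms*, *hprt1* and *hbaa2* were no longer past the threshold with slide as a block, and *hoxa5a*, CN168295 and *c6ast3* no longer differed in level with normexp, while *mcm4* passed with quantile normalization, normexp and the authors' processed table. The signal over background limits the dim genes. Between 28344 and 39528 of the 43603 probes were well above background on an array.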

Differences from the paper's values

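No test of a cause was run for these differences, and the blood score named below was chosen only after the values were seen.

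The paper reports that its criteria corresponded to a FDR under 5%. Here, the same criteria gave a permutation FDR of 10.9% from the mean of the permutations and 6.32% from their median. The paper states that random permutation was used but does not describe the scheme, so its FDR may not be the same quantity. Of the alternatives set before the data were examined, a p value under 0.05 in LD and DD gave 0.958%, which is below the paper's limit, and permuting each gene independently (8.73%), quantile normalization (9.72%) and no filter on dim probes (13.4%) gave values above it.

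The paper reports 283 ZCOGs shared by adult brain and larvae. Here, 188 of the genes on that list were called in the adult brain, of 265 that were tested. With the authors' processed table 216 were called, with quantile normalization 215, with normexp 208, with any probe of a gene 204 and with limma 195, all within 1.5 times of the paper's number, while no filter on dim probes (188) and the filter on all 24 arrays (184) were not. None of these settings called all genes of the list.

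For *impdh2* in adult brain the paper gives a peak around CT23, that is 23 h. Here, the peak was at 2.87 h, which is 3.87 h later, against a limit of 2 h set from sampling every 4 h. Under every alternative set before the data were examined the peak stayed more than 2 h from the paper's, from 1.22 h with the best period between 20 and 28 h to 3.36 h with day 2 alone. With the blood score as a covariate, chosen after seeing the values, it was at 1.19 h, which is also more than 2 h away.

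In Fig. 3C, the tallest bar of the adult genes is the one after CT14. Here, the fullest bin was CT2 to CT4, with 153 genes against 111 in CT14 to CT16. With quantile normalization CT14 to CT16 was the fullest, with 154 genes against 129, as it was with normexp (155 against 129) and with the authors' processed table (153 against 134).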

Other observations

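In this part, the tests of the pineal gland, of blood as the cause of the rhythm of *impdh2* and of chance for the common rhythm were chosen only after the results were seen. The tests of carried-over retina, of temperature and of chance for the adult ZCOG count were set before.

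*impdh1a* was high on 2 of the 24 arrays, at 3.15 (LD ZT32) and 3.21 (DD CT0) on the log2 scale. A candidate explanation, written before the data were examined, is retinal tissue carried over in the brain dissection. The level of *impdh1a* followed the score of 23 photoreceptor genes over the 24 arrays, with Pearson's r of 0.866 and Spearman's rho of 0.682 (permutation p = 1e-05, the smallest that 100000 permutations can give, and 0.00025; adjusted over 7 marker lists 7e-05 and 0.00175). Without LD ZT24 and LD ZT32, the arrays farthest from the median of the score, r was 0.815. It was 0.890 within LD, 0.927 within DD, 0.921 in the first scan batch and 0.914 in the second, although LD ZT32 and DD CT0 have the highest scores (4.76 and 3.32) in these groups. The score of 8 genes of the retinal pigment epithelium had r of 0.666 (rho 0.508, adjusted 0.0151 and 0.0446), which fell to 0.282 without the same 2 arrays. It was 0.896 within LD and 0.952 in the second scan batch, but 0.323 within DD and 0.293 in the first scan batch. The pineal score (3 genes) was negatively related, with r of -0.523 (adjusted 0.0433) but rho of -0.205 (adjusted 0.387). Without LD ZT20 and LD ZT32 its r was -0.393, and it was -0.446 within LD, -0.841 within DD, -0.752 in the first scan batch and -0.312 in the second. The lens score had r of 0.02 (8 genes), the pituitary score 0.05 (8 genes), the blood score -0.04 (5 genes) and the muscle score 0.294 (13 genes), and none of these passed the adjustment. The pineal gland, which also expresses photoreceptor genes, in larger amount would raise its opsin *exorh*. On the 2 arrays *exorh* was far below its median over the series, at -6.23 on LD ZT32 and -6.26 on DD CT0, which argues against it. Varying amounts of retina would be in line with the eye as the main site of *impdh1a* expression in Fig. 4D, and remain a hypothesis. A biological change at these time points finds no repeat, since LD ZT8 and DD CT24 of the same circadian times had 1.63 and 1.77.

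*exorh* was low on 5 arrays, LD ZT20, ZT24, ZT28 and ZT32 and DD CT0, with a median of -4.15 against 2.29 on the others. A pineal gland left out of the dissection is a possible explanation. Of the other pineal genes tested, *asmt2* was not lower on these arrays (median difference 0.15) and *valopa* was lower (median difference -0.56) but was well above background on 18 arrays only. *asmt2* could come from other brain cells and *valopa* is dim, so a missing pineal gland cannot be told apart from a change of *exorh* itself, and the arrays were chosen by their *exorh* values. Of the 3 pineal genes none was an adult ZCOG. Whether the rhythm of any pineal gene is affected was not tested.

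*impdh2* followed the blood score over the arrays (r = 0.748), as given with its rhythm. Of 5 blood genes tested, 1 was an adult ZCOG, and 3 had a common rhythm over all genes and 5 when adjusted over the list alone, with *hbaa2* peaking at 4.42 h (amplitude 0.65, adjusted p value 0.0207). Blood carried over in varying amount was therefore tested as a cause of the rhythm of *impdh2*. With the blood score as a covariate the amplitude fell to 0.22 and the adjusted p value rose to 0.0322, still past the threshold, with a peak at 1.19 h. Over the alternatives of *impdh2* its adjusted p value ranged from 0.000195 with normexp to 0.391 with day 2 alone. This argues against blood as the whole cause, but a part of the amplitude could come from it. Whether blood genes follow the clock or the dissection was not tested.

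Of the 100 permuted time orders, only the order with 1001 calls reached 838 adult ZCOGs. In another 100 orders, the real one included, 2 gave at least 1002 genes with a common 24 h rhythm. In each test a random order passed the observed count, with 1001 adult ZCOGs and with 1348 genes with a common rhythm. At a limit of 5% of the orders chance as the cause can be excluded for both counts, but single orders do reach them, since genes share arrays.

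Heat shock genes were rhythmic in adult brain. Of 13 tested, 6 were adult ZCOGs (*hsp70l*, *serpinh1b*, *hsp90aa1.2*, *dnajb1a*, *dnajb1b* and *hspa4a*), 6 passed in limma over all genes and 8 when adjusted over the list alone. The ZCOGs peaked between 4.46 and 5.56 h, and *hsp70l* had an amplitude of 1.22 (SE 0.09, adjusted p value 3.92e-08). A daily change of temperature from the lamps would be absent in DD. Of the 6 heat shock genes called at 24 h in LD, 6 (100%) were also called in DD, which argues against the lamps as the cause. The amplitude was larger in LD in 5 of the 6, with a median ratio of DD to LD of 0.899, but the ratio of all adult ZCOGs was 0.838, and no heat shock gene had a rhythm that differed between LD and DD (lowest p adjusted over the list alone 0.953). Activity or feeding were not tested.

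The paper reports rhythms of purine synthesis genes in larvae. It also measured *atic*, *gart*, *pfas* and *ppat* by PCR in adult tissues, whole brain included (S7 Fig.). There it reports higher expression at ZT0 in liver and other tissues, and those PCR data were not analysed here. Of 14 purine synthesis genes tested on the adult brain arrays, 2 were adult ZCOGs (*impdh1b* and *impdh2*). In limma, 3 passed over all genes and 4 when adjusted over the list alone. The third was *hprt1*, with an amplitude of 0.24 (SE 0.06), a peak at 22.3 h and an adjusted p value of 0.0429. Of the 5 purine genes of Fig. 7A, *impdh2* was called by both tests, and 1 gene passed when adjusted over the list alone. The others had amplitudes of 0.12 (*atic*, adjusted p value 0.203), 0.08 (*gart*, 0.544), 0.23 (*pfas*, 0.368) and 0.06 (*ppat*, 0.759). The probe of *pfas* is dim, well above background on 16 arrays, and its amplitude was 0.10 with quantile normalization and 0.02 with normexp. The peaks of the 4 genes lay at 16.0, 11.6, 4.55 and 18.4 h, in that order, with no detectable rhythm. The difference between adult brain and larvae was not tested, since larval arrays were not used here.

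Of 8 other genes the paper names as circadian, 1 was an adult ZCOG, *rpe65a* (amplitude 0.77, SE 0.14, peak at 1.14 h, adjusted p value 0.00618), 2 passed in limma over all genes and 3 when adjusted over the list alone. The third was *glulb* (amplitude 0.23, SE 0.06, peak at 1.23 h), whose adjusted p value over all genes was 0.0836. *rpe65a* is also on the list of retinal pigment epithelium genes, and the paper tested it by PCR in morphants (S6 Fig.). No rhythm was detectable for *ldhbb* (amplitude 0.11, adjusted p value 0.496), *ckbb* (0.09, 0.571) and *glula* (0.03, 0.961). For *crx* the fit was imprecise (amplitude 0.80, SE 0.45, adjusted p value 0.552). Its level was -5.78 at LD ZT24 and 3.82 at LD ZT32, the arrays with the lowest and the highest photoreceptor score. The result therefore cannot decide whether *crx* is rhythmic. Of *dhfr*, *psat1*, *phgdh* and *bcat1*, 4 metabolic genes that the paper's text names as changed in morphants, 0 were ZCOGs and 0 passed in limma, also when adjusted over the list alone, and their highest amplitude was 0.17 (*psat1*, adjusted p value 0.217).

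Of 31 clock genes tested, 22 were adult ZCOGs, 25 passed in limma over all genes and 28 when adjusted over the list alone. *bmal1a* peaked at 11.5 h (amplitude 1.38, SE 0.11) and *cry3b* at 12.2 h (1.32, SE 0.16), apart from *per1b* at 0.988 h (1.38, SE 0.10). The rhythm differed between LD and DD for 0 clock genes over all genes and for 13 when adjusted over the list alone. Of 12 light-induced genes, 4 were ZCOGs, 4 passed in limma over all genes and 7 when adjusted over the list alone, and 5 had a different rhythm in LD and DD when adjusted over the list alone. *per2*, which is on both lists, had an amplitude of 1.17 in LD and 0.17 in DD, but its difference did not pass over all genes. Of the shared adult and larval list, 7 genes differed in rhythm when adjusted over the list alone and 0 over all genes.

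Of 21 genes of DNA replication and cell cycle, 2 were adult ZCOGs (*mcm4* and *mcm6*), 4 passed in limma over all genes (*mcm6*, *mcm7*, *tyms* and *wee1*) and 6 when adjusted over the list alone. Their amplitudes were small, at 0.27 for *mcm7* (SE 0.06, peak at 19.6 h) and 0.19 for *mcm6* (SE 0.04, peak at 3.92 h), and *pcna* showed no detectable rhythm (0.09, adjusted p value 0.761). Of the tissue markers, a common rhythm passed over all genes for 0 of 23 photoreceptor genes, 1 of 8 retinal pigment epithelium genes, 0 of 8 lens genes, 0 of 3 pineal genes, 0 of 8 pituitary genes, 3 of 5 blood genes and 1 of 13 muscle genes (*acta1a*).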
